# Microgravity-Induced Transcriptome Adaptation in Mouse Paraspinal *longissimus dorsi* Muscle Highlights Insulin Resistance-Linked Genes

**DOI:** 10.3389/fphys.2017.00279

**Published:** 2017-05-05

**Authors:** Guido Gambara, Michele Salanova, Stefano Ciciliot, Sandra Furlan, Martina Gutsmann, Gudrun Schiffl, Ute Ungethuem, Pompeo Volpe, Hanns-Christian Gunga, Dieter Blottner

**Keywords:** skeletal muscle, gene expression, microgravity, BION-M1, microarray, spaceflight, disuse, insulin resistance

## Abstract

Microgravity as well as chronic muscle disuse are two causes of low back pain originated at least in part from paraspinal muscle deconditioning. At present no study investigated the complexity of the molecular changes in human or mouse paraspinal muscles exposed to microgravity. The aim of this study was to evaluate *longissimus dorsi* adaptation to microgravity at both morphological and global gene expression level. C57BL/N6 male mice were flown aboard the BION-M1 biosatellite for 30 days (BF) or housed in a replicate flight habitat on ground (BG). Myofiber cross sectional area and myosin heavy chain subtype patterns were respectively not or slightly altered in *longissimus dorsi* of BF mice. Global gene expression analysis identified 89 transcripts differentially regulated in *longissimus dorsi* of BF vs. BG mice. Microgravity-induced gene expression changes of lipocalin 2 (Lcn2), sestrin 1(Sesn1), phosphatidylinositol 3-kinase, regulatory subunit polypeptide 1 (p85 alpha) (Pik3r1), v-maf musculoaponeurotic fibrosarcoma oncogene family protein B (Mafb), protein kinase C delta (Prkcd), Muscle Atrophy F-box (MAFbx/Atrogin-1/Fbxo32), and Muscle RING Finger 1 (MuRF-1) were further validated by real time qPCR analysis. In conclusion, our study highlighted the regulation of transcripts mainly linked to insulin sensitivity and metabolism in *longissimus dorsi* following 30 days of microgravity exposure. The apparent absence of robust signs of back muscle atrophy in space-flown mice, despite the overexpression of Atrogin-1 and MuRF-1, opens new questions on the possible role of microgravity-sensitive genes in the regulation of peripheral insulin resistance following unloading and its consequences on paraspinal skeletal muscle physiology.

## Introduction

Low back pain is a common concern for crew members in short or long term duration space flight. A complete retrospective study by Kerstman and co-workers showed that among 772 astronauts of the U.S space program, 382 were positive to low back pain (LBP), also called space adaptation back pain (SABP) (Kerstman et al., 2012). Back pain onset in the major part of the analyzed cases was reported during the first days of space flight (day 1–12; Wing et al., 1991). The pathophysiology of microgravity induced back pain has been previously investigated and it is likely to be discogenic and somatic. Microgravity abolishes the physiological loads of the spine with a consequent increase of body-length determined essentially by an intervertebral disk (IVD) swelling and an adaptation of the thoracic and lumbar spine curvature. Consequently the disk expansion can stimulate type IV mechanoreceptors contributing to lumbar back pain onset (Sayson and Hargens, 2008; Sayson et al., 2013).

Spinal stability in response to the gravity load is maintained through a stabilizing system assembled by a passive component (vertebrae, disks, and ligaments), an active component (muscle and tendons), and the nervous system. In this view, paraspinal muscles and tendons generate force required for the stability of the spine. The impairment of any component of this stabilizing system can induce spine instability, consequentially generating back pain (Panjabi, 1992a,b). The lack of gravity forces in the microgravity environment unavoidably impairs the muscle involved in posture and stability both at structural and functional level, potentially contributing directly, or indirectly to the onset of back pain. The intensity of SABP is usually mild or moderated, but it could also impact the activity of astronauts in space missions, increasing the risk of musculoskeletal injury, or other traumas (Scheuring et al., 2009). Moreover, it has also been shown that the risk of IVD herniation is increased in astronauts, particularly within the first year after landing, indicating the potentially risky effect of reloading after microgravity exposure and suggesting the application of specific behavioral/training protocols for re-adaptation to gravity in crew members in spaceflight (Johnston et al., 2010; Belavy et al., 2016). Therefore, further efforts are needed to better understand the effect of microgravity on spine and paraspinal muscles and to design effective new countermeasures able to prevent paraspinal myofascial and neuromuscular deconditioning.

Only few investigations were performed so far on the effect of microgravity on paraspinal skeletal muscles. LeBlanc et al. (1995, 2000) investigated the effect of spaceflight on different muscles of shuttle/Mir crew members, concluding that both short term (8 and 17-days) and medium term (16–28 weeks) flights significantly reduced the intrinsic back muscle volume. Recently, the functional cross sectional area of lumbar paraspinal muscle has been found significantly reduced in one astronaut following 6-months exposure to microgravity (Hides et al., 2016). Moreover, there is even less evidence about the effect of microgravity on the gene or protein expression in back muscle. For example, 14-days spaceflight reduced the number of type I muscle fibers, while the expression of 70 kDa heat shock protein, t complex polypeptide 1 and other mitochondrial proteins was upregulated in paraspinal rat muscle. On the other hand, myocyte-specific enhancing factor 2C and aldolase resulted downregulated following spaceflight (Yamakuchi et al., 2000). Recently, the E3-ligase MuRF-1 was found to be increased in *longissimus dorsi* of mice exposed to microgravity for 30 days (Mirzoev et al., 2014).

In 2013 male mice were flown onboard of the Russian BION-M1 biosatellite to evaluate the effect of 30 days microgravity exposure on different bio-parameters *in vivo* and *in vitro*. Ogneva I.V. and co-worker investigated changes in the cortical cytoskeleton structure in skeletal muscle of the BION-M1 flown mice, showing significant alteration in the content of alpha-actinin-1 and beta-actin respectively in *soleus* and *tibialis anterior* muscles (Ogneva et al., 2014). Among the BION-M1-based studies, it has been also observed a fiber type shift from slow to fast and a decrement of titin and nebulin proteins in *gastrocnemius* and *tibialis anterior* of flown mice (Ulanova et al., 2015).

The present study provides for the first time the global gene expression profile of *longissimus dorsi* in mice exposed to microgravity, which is central in further understanding of the structural, molecular and metabolic mechanism regulating vertebrate paraspinal muscle adaptation to spaceflight.

## Materials and methods

### Ethical approval

All procedures including animal were performed in agreement with the European Convention for the Protection of Vertebrate Animals used for Experimental and Other Scientific Purposes (Strasbourg, 18.03.1986). Institutional Animal Care and Use Committee (IACUC) of MSU Institute of Mitoengineering (Protocol 35, 1 November, 2012) and Biomedical Ethics Commission of Institute for Biomedical Problems (IBMP), Moscow (protocol 319, 4 April, 2013) approved the study protocol related to the BION-M1 mission.

### Animals

C57BL/N6 male mice (22–25 g) were obtained from the Animal Breeding Facility Branch of Shemyakin & Ovchinnikov Institute of Bioorganic Chemistry, Russia. Mice were transported to the animal facility of Moscow State University (Institute of Mitoengineering) for training and selection and 19–20 weeks old mice were used in all the experiments. In detail, mice were randomly divided in 3 groups: BION Flown (BF), mice to be flown aboard the BION-M1 biosatellite exposed for 30 days to microgravity, BION Ground (BG) mice housed for 30 days in the same biosatellite habitat on ground, and Flight Control (FC) mice housed in the animal facility during the duration of the spaceflight.

### Sample preparation and transportation

Mouse skeletal muscle tissue sampling of all the experimental groups (*longissimus dorsi* and tongue) and freezing was performed by our Russian partners on site (IMBP, Moscow, Russia, contract # Bion-M1/2013 between RF SRC-IMBP and the Charité Berlin, Germany). In particular post-flight tissue sampling was done within 12–14 h at the IMBP after landing in Kazakhstan. All frozen samples were delivered deeply frozen in dry ice and further processed in our laboratory.

### Immunohistochemistry and morphological analysis

Cryosections (8 μm thickness) of mouse *longissimus dorsi* (*n* = 2) were cut with a Leica cryostat (CM 1850, Leica Microsystems, Bensheim, Germany), mounted on charged slides, stored frozen at −80°C. Immunofluorescence with anti-MyHC isoform monoclonal antibodies were performed as previously described (Gambara et al., 2017): BA-D5 that recognizes type 1 MyHC isoform; SC-71 for type 2A MyHC isoform; BF-F3, for type 2B MyHC isoform (DSHB, Developmental Studies Hybridoma Bank, University of Iowa, Iowa City, IA). The sections were stained also using an anti-dystrophin antibody (Santa Cruz Biotechnology, Santa Cruz, CA) to visualize myofiber membranes. As secondary antibody, goat anti rabbit Alexa-635 and goat anti-mouse Alexa-555, goat anti-mouse Alexa-488 and goat anti-mouse Alexa 405-conjugated secondary antibody diluted to a final concentration of 1 μg/ml were used. For mouse-derived monoclonal primary and secondary antibodies, the MOM Ig blocking reagent (Vector Laboratories, Burlingame, CA, USA) was used to block mouse IgG background. Immunofluorescence were analyzed with an epifluorescence microscope (Axioplan; Zeiss, Oberkochen, Germany) equipped with a Cool Snap digital camera (Visitron Systems GmbH, Puchheim, Germany) and with 4-channel laser confocal microscope (TCS SP-8 with supersensitive HyD SP GaAsP detectors, Leica Microsystems, Germany). Digitized images were acquired with MetaVue software (Meta Series 7.5.6; system ID: 33693; Molecular Devices, Sunnyvale, CA, USA) and LAS X SP8 control software (Leica). Cross-sectional area (CSA) of the different myofiber types was semi-automatically measured by means of ImageJ 1.45 g (NIH, freeware imaging software).

### RNA extraction and sample target preparation

Total RNA was isolated from mouse *longissimus dorsi* (*n* = 5 for each group: BF, BG, and FC) and tongue (*n* = 3 for BF and BG; *n* = 2 for FC) muscles of each experimental group (BF, BG, and FC) by means of RNeasy micro Kit (Qiagen, Hilden, Germany). Frozen tissue samples were pulverized in liquid nitrogen and lysates were prepared in lysis buffer. Tissue lysate was centrifuged and the supernatant was used for RNA phenol/chloroform extraction. Single-step method of RNA isolation by acid guanidinium thiocyanate-phenol-chloroform extraction was performed. The aqueous layer was mixed with an equal volume of 70% ethanol and total RNA was extracted using RNeasy spin columns according to the manufacturer's protocol. RNA integrity was checked by 2100 Bioanalyzer (Agilent technologies, PA, USA). The amplification and labeling of the RNA samples were carried out according to the manufacturer's instructions (Affymetrix, Santa Clara, CA). Briefly, total RNA was quantified by and checked by analysis on a LabChip (BioAnalyzer, AGILENT Technologies, Santa Clara, CA). The GeneChip® 3′ IVT Express Protocol is based on the Eberwine or reverse transcription method (*in vitro* transcription, IVT). Starting from 100 nanogram total RNA, first strand DNA was synthesized, containing a T7 promotor sequence and then converted into a double-stranded DNA. The double strand DNA serves as template in the subsequent *in vitro* transcription (IVT) reaction. This amplification step generates Biotin labeled complementary RNA (cRNA). After cleanup the biotin-modified RNA was fragmented by alkaline treatment. Fifteen microgram of each cRNA sample was hybridized for 16 h at 45°C to an Affymetrix GeneChip Mouse 430A 2.0 Array. Arrays were washed and stained with streptavidin-phycoerythrin solutions using a fluidics station according to the protocols recommended by the manufacturer. Finally, probe arrays were scanned at 1.56-μm resolution using the Affymetrix GeneChip System confocal scanner 3000. Affymetrix Mouse Genome 430A 2.0 Array includes 22,600 probes sets to evaluate the expression level of more than 14,000 well-characterized mouse genes.

### Microarray data analysis and pathway analysis

Partek® Genomics Suite® 6.6 software was used for data analysis, applying Robust Multichip Average algorithm (RMA) for data normalization. To find differentially expressed genes, Analysis of Variance (ANOVA) was applied (*p* < 0.05). In the analysis of differentially regulated genes, a step up false discovery rate (FDR) of 5% was applied. Lists of differentially regulated genes included transcripts with fold changes major than 2 or minor than −2. Mouse Genome 430A 2.0 Array Probe Set Annotations was applied. Microarray data were uploaded in Gene Expression Omnibus (GEO) repository, accession number: GSE94381.

Gene ontology and pathway analysis were performed using the Functional Annotation Clustering module of DAVID v6.7 (The Database for Annotation, Visualization and Integrated Discovery). Gene enrichment were considered significant with an EASE score <0.05 (modified Fisher's exact test).

### Quantitative PCR validation

Quantitative PCR was performed by SYBR Green method from total RNA isolated from *longissimus dorsi* (*n* = 5) and tongue muscle (*n* = 3) of each experimental group as described above. Briefly, 400 ng of RNA were converted to cDNA by using random hexamers and SuperScript® VILO™ (Invitrogen) following the manufacturer's instructions. Specific primers for qPCR were already published (Sandona et al., 2012) or designed using Primer3 software (http://frodo.wi.mit.edu/, Whitehead Institute for Biomedical Research). Their thermodynamic specificity was determined using BLAST sequence alignment (NCBI) and vector NTI® software (Invitrogen). Oligonucleotide primers used are listed in Table S1. The reaction mix consists of 10 μl of 2x iQ SYBR Green Supermix (Bio-Rad), 0.3 pmol/μl primers, 8 ng of cDNA, and DNase/RNase-free water up to 20 μl. The PCR parameters were initial denaturation at 95°C for 30 s followed by 40 cycles of 10 s at 95°C and 30 s at the corresponding annealing temperature (55–59°C) for acquisition of fluorescence signal. A melting curve was generated by the iQ5 software (Biorad) following the end of the final cycle for each sample, by continuous monitoring the SYBR Green fluorescence throughout the temperature ramp from 65° to 99°C in 0.5 s increments. All samples were run in triplicate, in parallel for each individual muscle sample and simultaneously with RNA-negative controls. Cyclophilin A (*Ppia*), glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*), pyruvate carboxylase (*Pcx*), and Beta-actin (*Actb*) were tested as candidate reference genes being the latter the most stable to normalize *Ct*-values by ΔCt method. Same data were obtained if *Ppia, Gapdh*, or *Pcx* were used as housekeeping controls (data not shown).

### Statistics

Data were analyzed by GraphPad software and expressed as means ± SE. Statistical differences between groups were determined by unpaired *t*-test. Differences were considered statistically significant at the *p* < 0.05 level of confidence.

## Results

### Morphological analysis showed moderate signs of muscle atrophy in *longissimus dorsi* of mice exposed to 30 days of microgravity

To assess whether microgravity exposure induced atrophy in *longissimus dorsi* of spaceflown mice (BF) compared to ground controls (BG and FC), haematoxylin-eosin (H.E.), and immunofluorescence analysis were performed. H.E. staining confirmed the absence of histopathological alterations, such as central nuclei, immune cell infiltration, or myofiber degeneration, in all experimental groups (BF, BG, and FC; data not shown).

To evaluate microgravity-induced myofiber cross sectional area (CSA) changes and phenotype shift (slow-to-fast) in skeletal muscle fibers, we performed multiple immunofluorescence staining using antibodies recognizing specific myosin heavy chain isoforms (MyHC I, 2A, 2B) and the sub sarcolemma marker dystrophin. As shown in Figure 1, no changes in CSA were observed in *longissimus dorsi* of spaceflown mice compared to ground controls. The comparison of the frequency distribution of CSAs in *longissimus dorsi* revealed no differences between the experimental groups (Figure S1A). Similar results were obtained calculating myofiber minimum Feret diameter (Figure S1B). In regard to myofiber type composition, we observed an increase in the percentage (Δ%) of fast 2B fibers in only one of the space-flown mice. Given the low number of animals analyzed (*n* = 2) for immunohistochemistry, these results suggest that 30 days of microgravity exposure may not be sufficient to induce robust CSA changes in mouse *longissimus dorsi*, though the onset of the phenotypic myofiber shift in the paraspinal muscle is already detectable.

**Figure 1:**
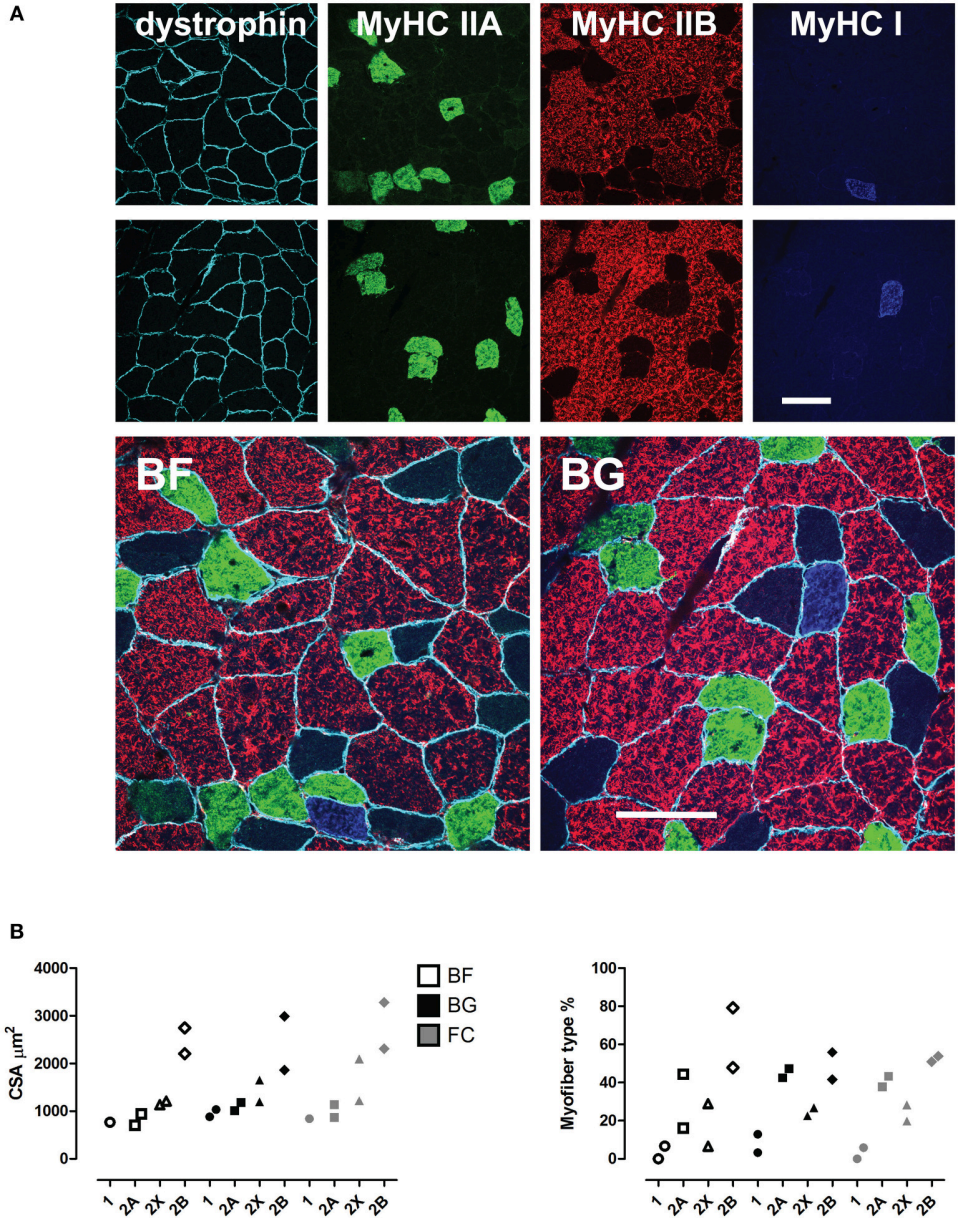
**Morphological analysis of mouse ***longissimus dorsi*** of space flown mice. (A)**, Immunohistochemical analysis (upper panel), and **(B)**, quantification of the myofiber cross sectional area (CSA, μm^2^) and type composition in *longissimus dorsi* back muscle of mice from the three experimental groups (BF, BG, and FC, each *n* = 2) shown as scatter plots (lower panel). Color-coded immuno-markers in **(A)**: dystrophin = turquoise; myosin heavy chain (MyHC) isoforms: IIA, green; IIB, red; IIX, negative; IA, blue. Scale bar: 100 μm.

### Microgravity-induced gene expression adaptation in *longissimus dorsi*

To analyse the adaptation to microgravity of the paraspinal muscle transcriptome, we performed an expression profile analysis of *longissimus dorsi* from space flown (BF) vs. ground control mice (BG: mice housed in the same biosatellite habitat on ground, and FC: mice housed in the animal facility). 

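Total RNA of *longissimus dorsi* from 5 BF, 5 BG and 5 FC mice was hybridized to Affymetrix Mouse Genome arrays, 1 array per mouse. The authors turned the scanned intensities into log2 expression values per probe set with the Robust Multichip Average (RMA) algorithm in Partek Genomics Suite 6.6, which includes background correction, quantile normalization and median polish. These deposited values were used without further normalization, so that a difference of 1 is a change of 2-fold. The array medians ranged from 6.42 to 6.54. The SD of an array around the mean of its group, over all probe sets, ranged from 0.149 to 0.356. The mean Pearson r of an array with the others of its group, taken across probe sets (which are not independent replicates), ranged from 0.979 to 0.993. The 22626 probe sets of all 23 arrays of both muscles were fitted with limma to a linear model of 6 groups, and p was adjusted by Benjamini-Hochberg over all probe sets. Probe sets with an adjusted p under 0.05 and a change of more than 2-fold, the thresholds of the paper, are called differentially regulated. In simulated data with 5 arrays per group, 93% of the probe sets changed by 1 on the log2 scale and 99% of those changed by 2 reached that adjusted p. The number of arrays limits the precision for smaller changes.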

A total of 15 mouse *longissimus dorsi* (BF *n* = 5, BG *n* = 5, and FC *n* = 5) were analyzed. To identify genes differentially regulated in muscle of space flown mice, we compared the muscle transcriptome of BF vs. BG, FC vs. BG and BF vs. FC. The BF vs. BG and BF vs. FC comparisons (flown mice vs. ground controls) reflected the gene expression adaptation in skeletal muscle exposed to microgravity, while the comparison of the two ground controls (FC vs. BG) was needed to rule out possible gene expression changes originating from different housing conditions used in the present study protocol.

Affimetrix data were analyzed applying a False Discovery Rate (FDR) cut-off of 5% and a Fold Change (FC) cut-off < −2 and > 2. Venn diagram in Figure 2 shows the number of genes significantly differentially regulated in *longissimus dorsi* (BF vs. BG, FC vs. BG, and BF vs. FC). 

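Pnmt, Fkbp5 and Cdkn1a were among the single genes that were higher in *longissimus dorsi* of flown mice (BF) than in both ground controls. Pnmt, the enzyme that makes adrenaline from noradrenaline, was higher in BF than in BG by 2.19 on the log2 scale (standard error 0.219, adjusted p = 7.88e-06). It was higher than in FC by 2.07 (adjusted p = 1.21e-05). This was 1 of 3 probe sets of Pnmt, whose log2 changes against BG ranged from -0.10 to 2.19. Fkbp5, a chaperone that binds the glucocorticoid receptor, was higher than in BG by 1.68 (standard error 0.206, adjusted p = 3.92e-05) and than in FC by 1.74. Net1, which activates the small GTPase RhoA, was higher by 1.32 against BG (standard error 0.245, adjusted p = 0.00179) and by 1.73 against FC. Cdkn1a, an inhibitor of cyclin-dependent kinases, was higher by 1.23 and 1.66 (adjusted p = 0.00252 and 0.00035). Npc1, which carries cholesterol out of lysosomes, was higher by 1.25 and 1.08. Acot2, a mitochondrial thioesterase of fatty acyl-CoA, was higher by 1.59 and 1.77.

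Of 22626 probe sets, 96 were called in BF vs. BG and 75 in BF vs. FC. Of the latter, 60 were higher and 15 lower in BF. At the adjusted p alone, 2318 passed in BF vs. BG, but 1272 without BG replicate 1, 1430 without BF replicate 4 and 3869 without BG replicate 5. In BF vs. FC 827 passed, but 475 without BF replicate 4, 531 without BF replicate 5 and 488 without FC replicate 3. Every BF array lay above or below every BG array in 6.98% of the probe sets, where chance gives 0.794%. Both comparisons called 34 probe sets, 32 of them higher in BF, among them Cebpd, Lrg1 and Tmem140. Independent lists of these sizes would share 0.318. Simulated unchanged groups shared 0, which cannot serve as a comparison, since 0 calls are made where nothing was changed. As both comparisons use the BF arrays, these were also split between them, which gave a mean of 21.7 shared probe sets (13 to 29). Over all probe sets, the changes correlated at r = 0.496, against 0.502 in simulated unchanged groups that share the BF arrays. The sign was the same in 64.2%, against 66.6% in the simulated groups. By r and sign over all probe sets, agreement was therefore no more than shared arrays give. With the BF arrays split between the comparisons, r had a mean of 0.289 (0.182 to 0.393). Some agreement thus remained where no arrays were shared. The covariance of the changes was 0.0301, against 0.0113 in the simulated groups. At the adjusted p alone, 352 probe sets passed in both comparisons. Independent lists of these full sizes would share 84.7. Split BF arrays gave a mean of 63 (32 to 100). The splits use fewer BF arrays per comparison, and the share of independent lists of their sizes was not computed. The 63 can therefore not be set against the 84.7.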

As expected, the higher number of differentially regulated genes were found comparing BF vs. BG (89 transcripts) and BF vs. FC (68 transcripts), indicating that microgravity exposure induced an adaptation of gene expression in *longissimus dorsi* of spaceflown mice (BF) compared to ground controls (BG and FC). On the other hand, the lower number of genes (33 genes) differentially regulated comparing the two ground controls (FC vs. BG), only 2 of which overlapping with transcripts found in BF vs. BG, indicated that the housing condition in the BION-M1 biosatellite on its own did not affect gene expression changes observed in muscle of flown mice compared with ground control (BG).

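The ground controls differed from each other in single genes of the circadian clock, of insulin signalling and glucose uptake, and of ribosomes, while of the 9 lists called by camera 0 held with an estimated correlation. Of 17 clock genes, 6 were higher and 1, Nr1d1, was lower in FC than in BG (10 and 2 adjusted over the list alone). Nr1d1 passed narrowly (adjusted p = 0.0475). It did not pass without BG replicates 1, 2, 4 or 5 or FC replicates 2 to 5 (0.051 to 0.118), without most single BF or tongue arrays of the model (0.0507 to 0.058), or under other moderation of the variance or in a fit of this muscle alone (0.0607 to 0.086). The list was called higher by camera (adjusted p = 0.000491, but adjusted p = 0.315 with an estimated correlation). Without Nr1d1, which is in Table 1 and whose values had been seen when the list was written, its camera adjusted p was 5.06e-05, but adjusted p = 0.0999 with an estimated correlation. Per2, a repressor of the clock, was higher in FC by 1.36 (standard error 0.202, adjusted p = 0.00115). Its partner Cry2 was higher by 0.98 (standard error 0.148) and Hlf, a clock-controlled transcription factor, by 0.94 (standard error 0.150). Of 30 genes of insulin signalling and glucose uptake, 10 were higher and none was lower in FC (11 higher adjusted over the list alone, camera adjusted p = 7.75e-05, but adjusted p = 0.315 with an estimated correlation). Without the 6 of them in Table 1, 8 of 24 were higher. Hk2, which phosphorylates glucose, was higher by 0.78 (standard error 0.121, adjusted p = 0.00125) and Gys1, muscle glycogen synthase, by 0.72 (standard error 0.134, adjusted p = 0.00338). Of 37 cytosolic ribosomal proteins, 9 were lower and none was higher in FC (17 lower adjusted over the list alone, camera adjusted p = 3.85e-08, but adjusted p = 0.406 with an estimated correlation). Tnfrsf12a, the receptor of the cytokine TWEAK, fell by 1.47 (standard error 0.232, adjusted p = 0.0014) and Txnip, an inhibitor of glucose uptake, by 1.17 (standard error 0.189, adjusted p = 0.00148). The median log2 change of 24 macrophage markers was -0.629 in FC vs. BG (camera adjusted p = 2.72e-07, but adjusted p = 0.727 with an estimated correlation).

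In FC vs. BG, 46 probe sets were called, 24 higher and 22 lower, but 17 higher and 26 lower after quantile normalization within the muscle. At the adjusted p alone, 2025 passed, 1013 without BG replicate 1, 1104 without BG replicate 4, 3661 without BG replicate 5, 1082 without FC replicate 2 and 1004 without FC replicate 3. Of the 46, 4 were also called in BF vs. BG, and all 4 moved the same way: Cirbp was higher and Cpa3, Ms4a6d and Tfrc were lower. Ms4a6d passed narrowly in FC vs. BG (adjusted p = 0.0491, and up to 0.117 when single arrays were left out). The shared number was 12 without BG replicate 3, 1 without FC replicate 2, and 2 without BF replicate 3, BF replicate 4, BG replicate 1 or any of several tongue arrays in the same model. Independent lists would share 0.195, and BG arrays split between the comparisons gave a mean of 3.4 (0 to 8). Simulated unchanged groups against the same BG arrays shared 0. That cannot serve as a comparison, since 0 calls are made where nothing was changed. At the adjusted p alone, 755 probe sets passed in both comparisons, where independent lists of these full sizes would share 207. Split BG arrays gave a mean of 128 (9 to 198). As the splits use fewer BG arrays per comparison, the 128 can not be set against the 207. Of the 755, 550 were higher and 200 lower in both. Across probe sets, which are not independent replicates, the changes correlated at r = 0.598, against 0.501 in simulated unchanged groups that share the BG arrays and a mean of 0.308 with split arrays. From the lower number of genes in FC vs. BG and their small overlap with BF vs. BG, the paper concludes that housing in the biosatellite on its own did not account for the changes in flown mice.

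**Figure D1:**
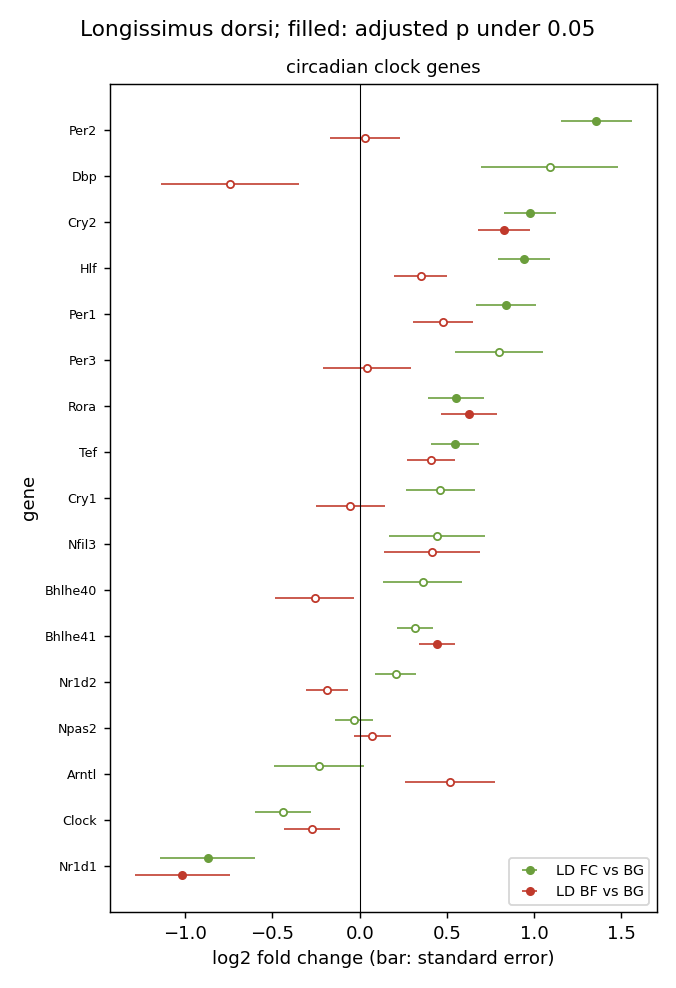
Log2 fold changes of circadian clock genes in *longissimus dorsi*, in FC vs. BG and in BF vs. BG. Points are limma estimates with bars of 1 standard error, filled where the adjusted p is under 0.05, and Per2, Cry2, Hlf and Per1 lie to the right in FC vs. BG.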

**Figure 2:**
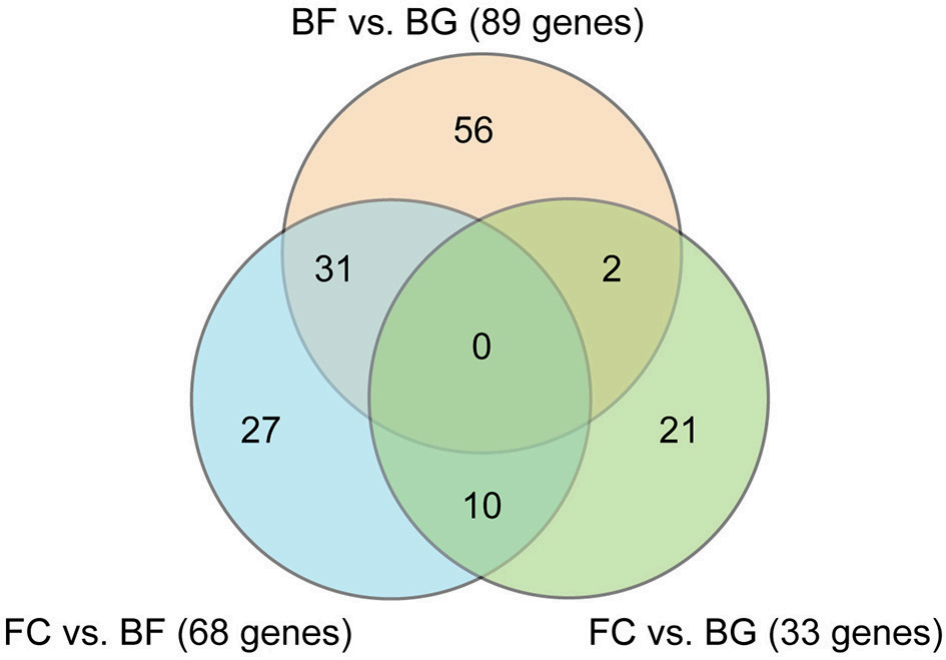
**Venn diagram showing the number of genes differentially regulated in ***longissimus dorsi*** comparing all the different experimental groups**. Venn diagram showing the number of genes differentially regulated comparing space flown (BF) with ground controls (BG and FC) in *longissimus dorsi* (each group *n* = 5). Comparisons between the three different experimental groups are shown (BF vs. BG, FC vs. BG, and BF vs. FC).

As shown in Figure 3, the two-way hierarchical clustering analysis centered on genes significantly differentially regulated in BF vs. BG revealed some similarity in the gene expression of the two ground controls (BG and FC) compared to *longissimus dorsi* muscles of microgravity exposed mice (BF) (Figure 3). Thus, BG and FC samples resulted in the same gene cluster arrangement.

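Slc39a14, Il6ra and Myo5a were among the single genes of Table 1 that were higher in the flown mice. Slc39a14, which imports zinc and iron, averaged 9.01 ± 0.331 (SD, n = 5) on the log2 scale in BF, 7.50 ± 0.144 in BG and 8.17 ± 0.388 in FC. This was 1 of its 2 probe sets, and the other did not pass in BF vs. BG (log2 change 0.30). Il6ra, the receptor of interleukin-6, averaged 8.30 ± 0.336 in BF, 6.70 ± 0.297 in BG and 7.30 ± 0.280 in FC. Both were higher in BF than in FC (adjusted p = 0.00826 and 0.00218). Myo5a, a myosin that carries vesicles along actin, was higher in BF than in BG by 1.73 (standard error 0.329, adjusted p = 0.00217) and than in FC by 1.67 (adjusted p = 0.0054), while FC and BG differed by 0.05 (adjusted p = 0.945).

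Hierarchical clustering of the 15 arrays over the 89 probe sets of Table 1 (Euclidean distance on standardized values, average linkage) placed the 5 BF arrays alone on 1 side of the first split, with 0 ground control arrays beside them. Over all probe sets, the first split placed the 5 BF arrays together with 4 BG and 5 FC arrays. Of the 89 probe sets, 88 changed in BF vs. FC in the same direction as in BF vs. BG, 51 of them past the adjusted p. In FC vs. BG, 69 moved in the direction of BF vs. BG, 22 past the adjusted p. FC vs. BG shares the BG arrays with BF vs. BG, and BF vs. FC shares the BF arrays with it. Simulated unchanged groups had the same sign in 66.7% of all probe sets with shared BG arrays and 66.6% with shared BF arrays. The probe sets of Table 1 were chosen by the study for BF vs. BG on these samples, so these counts are not independent evidence.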

**Figure 3:**
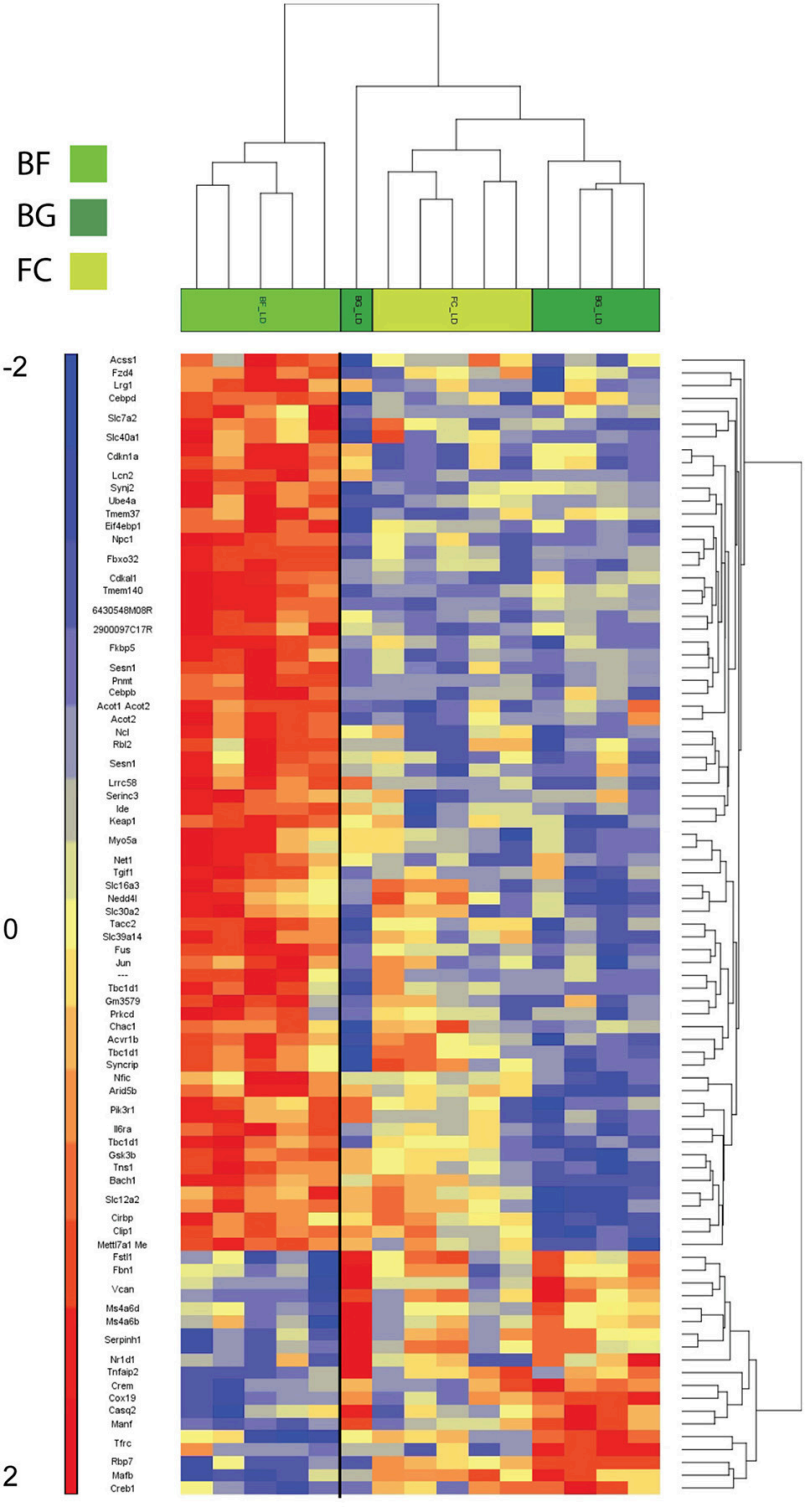
**Heat map showing genes differentially regulated in ***longissimus dorsi*** of BION-M1 space flown mice**. Two-way hierarchical clustering centered on BF vs. BG of mouse *longissimus dorsi* (each group *n* = 5). Differentially regulated genes meeting *FDR* < 0.05 and < −2 and > +2 fold change criteria are included in the heat map.

One major aim of this study was to identify molecular players involved in *longissimus dorsi* adaptation process induced by exposure to microgravity environment. Thus, we focused the present analysis only on BF vs. BG comparison. Within the complete list of 89 genes differentially regulated in BF vs. BG (Table 1), the expression of 19 genes was downregulated, while 70 genes were upregulated. 

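Genes of the response to glucocorticoids were higher in *longissimus dorsi* of BF than of BG mice, while some genes of the extracellular matrix, of protein folding in the endoplasmic reticulum and of ribosomes were lower. Of 26 glucocorticoid-responsive genes, 13 were higher and none was lower (17 higher adjusted over the list alone, camera adjusted p = 3.59e-13, and adjusted p = 0.0171 with an estimated correlation). Without BG replicate 5 the camera adjusted p with an estimated correlation was 0.0898. Chance could not be excluded, since 5 of 100 splits of the BF and BG arrays gave a list p as small. Cebpb, a transcription factor induced by glucocorticoids, was higher by 1.12 (adjusted p = 0.000235), and its relative Cebpd by 1.10 (adjusted p = 0.0169). The values of Table 1 had been seen when the lists were written. Its genes were picked for a large change in BF vs. BG, so leaving them out weakens a list there in advance. Without the 8 members in that table, 5 of 18 were higher (camera adjusted p = 0.000142, but adjusted p = 0.362 with an estimated correlation). The median log2 change of these 18 was 0.369, and in FC vs. BG it was 0.314, with 5 higher and 3 lower (camera adjusted p = 0.0576). In BF vs. FC it was 0.0554, with 3 higher (0.0383, but adjusted p = 0.649 with an estimated correlation). The whole list was called higher in BF vs. FC (camera adjusted p = 9.24e-12). Of 20 genes of iron, zinc and metal handling, 5 were higher and 1 was lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.00183, but adjusted p = 0.0636 with an estimated correlation). Without the 5 in Table 1, 1 of 15 was higher and the list was not called (camera adjusted p = 0.143). It was not called with all probe sets of each gene either (0.063). The zinc exporter Slc30a2 was higher by 1.52 (standard error 0.275, adjusted p = 0.00149), and the iron exporter Slc40a1 by 1.05 (standard error 0.180, adjusted p = 0.000947).

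Of 35 genes of the extracellular matrix, 9 were lower and none was higher (11 lower adjusted over the list alone, camera adjusted p = 0.000242, but adjusted p = 0.537 with an estimated correlation). Vcan, a proteoglycan of that matrix, fell by 1.32 (standard error 0.211, adjusted p = 0.000516) and Col6a3, a chain of collagen VI, by 0.88 (standard error 0.196, adjusted p = 0.00664). Of 24 chaperones of the endoplasmic reticulum, 2 were higher and 8 lower (4 and 12 adjusted over the list alone, camera adjusted p = 0.00183, but adjusted p = 0.359 with an estimated correlation). The list was not called without BG replicate 5 (camera adjusted p = 0.0523). Manf, a protein of the endoplasmic reticulum that is induced by unfolded proteins, fell by 1.16 (standard error 0.164, adjusted p = 0.000165) and the disulfide isomerase Pdia6 by 0.80 (standard error 0.109). In FC vs. BG they fell as well, by 0.78 (adjusted p = 0.00636) and 0.60 (adjusted p = 0.00301), and the list was called lower (camera adjusted p = 0.0246, but adjusted p = 0.727 with an estimated correlation), though not without BG replicate 3 (0.0539), BG replicate 5 (0.298), the arrays of widest spread (0.267) or its members in Table 1 (0.0576), or with array weights (0.206). In BF vs. FC the list was not called (0.276). Of 37 cytosolic ribosomal proteins, 16 were lower and none was higher in BF vs. BG (25 lower adjusted over the list alone, camera adjusted p = 6.6e-11, but adjusted p = 0.125 with an estimated correlation), with Rps19 lower by a log2 change of -0.55 (standard error 0.0858). Of the 37, 0 passed in BF vs. FC (0 adjusted over the list alone) and the list was not called (0.286), while in FC vs. BG it was called lower (3.85e-08, but adjusted p = 0.406 with an estimated correlation). The macrophage markers, a cell type other than the fibres, were lower in BF vs. BG too by camera (adjusted p = 6.03e-05, but adjusted p = 0.537 with an estimated correlation), though not without BG replicate 5 (adjusted p = 0.0719).

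In all, 72 probe sets were called higher and 24 lower, and they name 74 genes. The number lower was 43 without BF replicate 1, 40 without BG replicate 3 and 38 without BG replicate 4. Of 38 lists, camera called 21 in BF vs. BG, and 5 of these held with an estimated correlation. Some lists share genes, among them Sesn1, Fbxo32 and Lcn2, so these are not counts of independent lists.

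**Figure D2:**
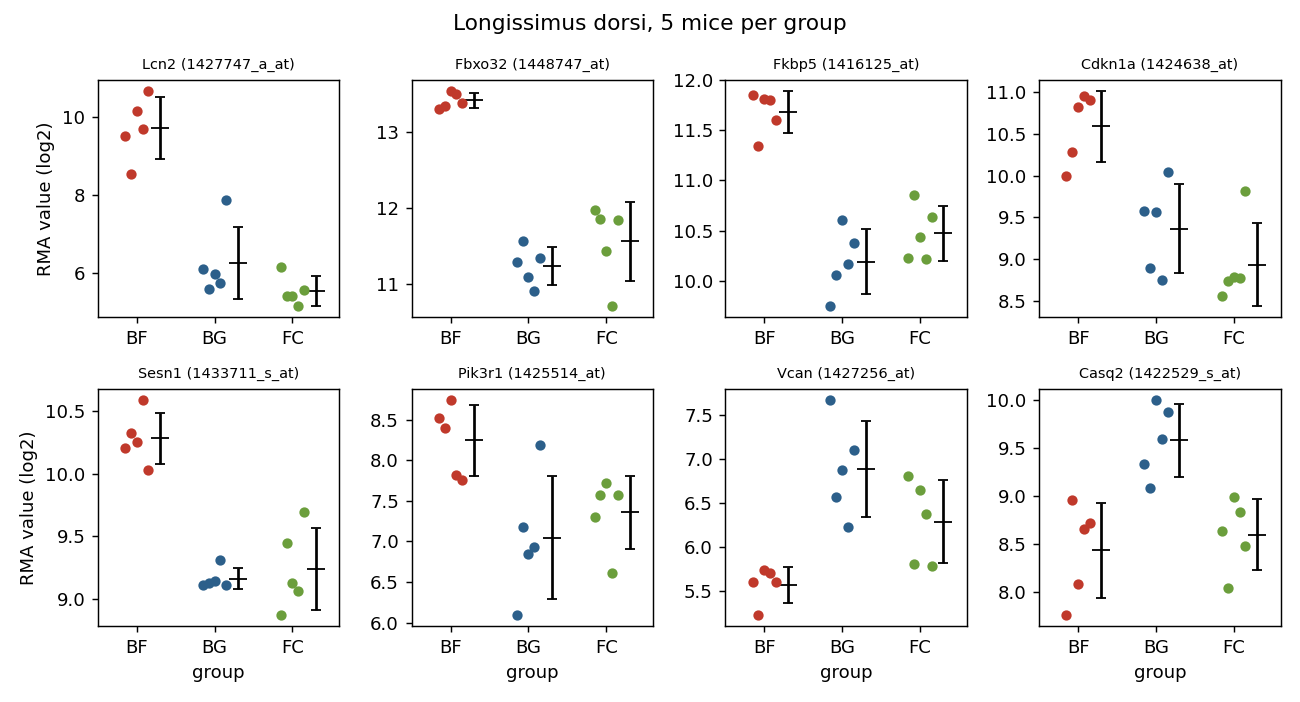
RMA expression values (log2) of 8 genes in *longissimus dorsi* by group. Points are single mice, with the mean and SD of each group (n = 5) beside them, and the BF points of Lcn2, Fbxo32, Fkbp5 and Sesn1 lie above all points of BG and FC.

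**Figure D3:**
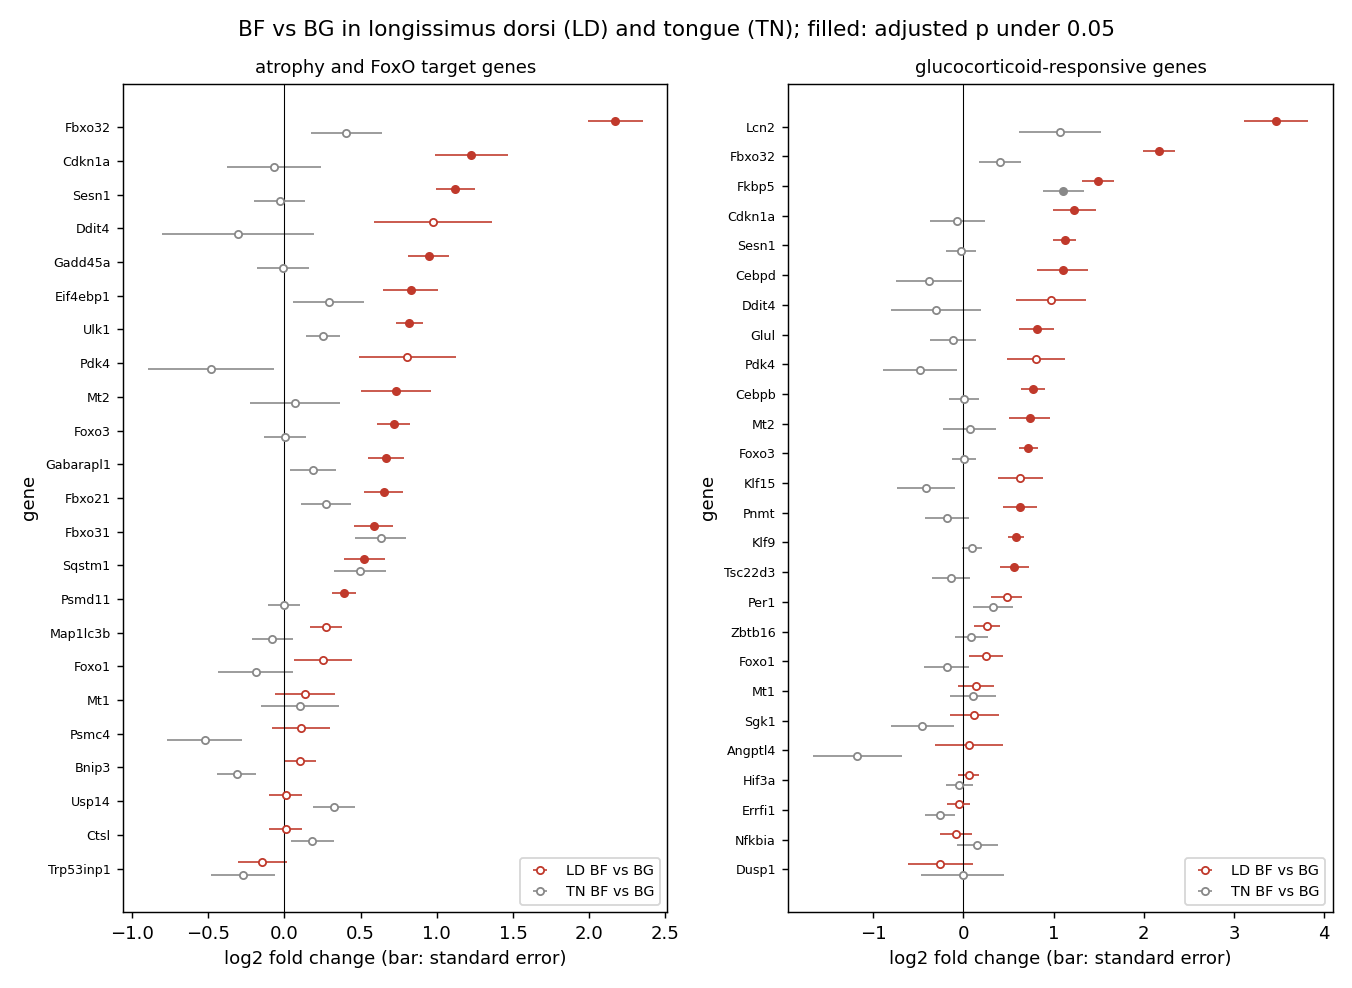
Log2 fold changes in BF vs. BG of the atrophy and FoxO target genes and of the glucocorticoid-responsive genes, in *longissimus dorsi* and in tongue. Points are limma estimates with bars of 1 standard error, filled where the adjusted p is under 0.05, as for 13 genes of each list in *longissimus dorsi*.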

Next we performed gene ontology (GO) analysis to identify genes specifically linked to biological functions or molecular pathways. Database for Annotation, Visualization and Integrated Discovery (DAVID) analysis identified genes linked to four main functional clusters (Table 2): transcription regulation, transporter activity, ErbB signaling pathway, RNA recognition motif and other genes of interest (classified as other/unknown in Table 2). 

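Single genes of Table 2 also differed between the ground controls, and most of the genes in it did not pass there. The counts below cover all probe sets of Table 1 for the genes of Table 2, so they include some that Table 2 does not list. Of the 5 probe sets of Table 1 for the genes of transporter activity, 2 passed the adjusted p in FC vs. BG. Tfrc, the transferrin receptor that takes up iron, fell by 1.28 in FC vs. BG in 1 of its 2 probe sets of Table 1 (adjusted p = 0.00392), which is not the one of Table 2. Slc39a14 was higher by 0.67 (adjusted p = 0.0201, but 0.0523 without BG replicate 1, 0.0617 without FC replicate 2 and 0.0583 without FC replicate 3). This was 1 of the 2 probe sets of Slc39a14, and the other changed by -0.25 and did not pass. Of the 5 with an RNA recognition motif, 2 passed. Cirbp, an RNA-binding protein induced by cold, was higher in FC by 1.08 (adjusted p = 0.00673) and in BF by 1.40 (standard error 0.230, adjusted p = 0.000674). Ncl, a nucleolar protein of ribosome assembly, was higher in BF by 1.07 in its probe set of Table 2 (adjusted p = 0.000545). That probe set did not pass in FC vs. BG, with a change of 0.19 (adjusted p = 0.546), while 2 of the 4 probe sets of Ncl did (log2 changes 0.19 to 0.47). Of the 14 of transcription regulation, 3 passed. Bach1, a repressor of antioxidant genes, was higher in its probe set of Table 2 by 1.23 in BF vs. BG (adjusted p = 0.000191) and by 0.66 in FC vs. BG (adjusted p = 0.0242). It did not pass in FC vs. BG without BG replicate 1 (0.0605), BG replicate 2 (0.0541), BG replicate 4 (0.0635), FC replicate 2 (0.0764) or FC replicate 3 (0.0683). Of the 7 of ErbB signaling, 0 passed in limma's test and 2 had an unadjusted p under 0.05. There the transcription factor Jun was higher by 1.10 in BF vs. BG (standard error 0.189, adjusted p = 0.000957) and by 0.47 in FC vs. BG (adjusted p = 0.121), where 1 of the 2 probe sets of Jun passed (0.47 to 0.49). Of the 19 probe sets of other genes of interest, 3 passed. Among them was 1 of the 2 probe sets of Acvr1b, a receptor of activin, higher by 0.85 in FC vs. BG (adjusted p = 0.00833) and by 1.31 in BF vs. BG (standard error 0.187). The other probe set of Acvr1b changed by -0.05 in FC vs. BG and 0.06 in BF vs. BG and did not pass. Over the 48 probe sets of Table 1 for the genes of Table 2, 10 passed in FC vs. BG (11 adjusted over the list alone) and 2 of them changed by more than 2-fold. The 2 include the Tfrc probe set that Table 2 does not list. In the direction of BF vs. BG lay 36 of the 48, with a median absolute log2 change of 0.34. These comparisons share the BG arrays, and simulated unchanged groups that share them had the same sign in 66.7% of all probe sets. In BF vs. FC, 30 passed and 19 changed by more than 2-fold. Table 2 was chosen by the study on these samples, so the counts are not independent evidence.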

All the genes included in these functional clustering were significantly and differentially regulated in BF vs. BG, while only few of such genes were differentially regulated significantly compared to the two ground controls (BG vs. FC) or with a fold change < −2 or > 2, thus confirming that the observed changes in gene expression were specifically induced by microgravity exposure (Figure 4).

**Table 1:** *****Longissimus dorsi*** transcriptome adaptation to microgravity exposure**.

			**BF vs. BG**		**FC vs. BG**		**BF vs. FC**	
**Probeset ID**	**Entrez gene**	**Gene symbol**	***p*-value**	**Fold-change**	***p*-value**	**Fold-change**	***p*-value**	**Fold-change**
1451716_at	16658	Mafb	3.70E-05	−3.35	0.80239	1.06	2.22E-05	−3.54
1452661_at	22042	Tfrc	0.000274	−2.91	0.030046	−1.74	0.042065	−1.67
1419599_s_at	68774	Ms4a6d	0.002668	−2.67	0.011754	−2.20	0.498784	−1.21
1438855_x_at	21928	Tnfaip2	0.001161	−2.64	0.545691	−1.17	0.004421	−2.26
1427256_at	13003	Vcan	2.86E-05	−2.49	0.019029	−1.52	0.00704	−1.64
1460208_at	14118	Fbn1	0.004033	−2.36	0.070378	−1.65	0.182047	−1.43
1421583_at	12912	Creb1	0.004128	−2.34	0.329644	−1.29	0.033861	−1.81
1421694_a_at	13003	Vcan	1.60E-05	−2.30	0.000262	−1.90	0.192589	−1.21
1428112_at	74840	Manf	4.68E-06	−2.24	0.00036	−1.72	0.047102	−1.30
1449037_at	12916	Crem	0.000264	−2.23	0.014286	−1.61	0.081056	−1.38
1422529_s_at	12373	Casq2	0.000149	−2.21	0.000655	−1.97	0.498468	−1.12
1418826_at	69774	Ms4a6b	0.003911	−2.18	0.022244	−1.80	0.422954	−1.21
1449461_at	63954	Rbp7	0.004209	−2.18	0.402653	−1.22	0.025728	−1.78
1450843_a_at	12406	Serpinh1	0.000299	−2.15	0.065647	−1.40	0.020373	−1.54
1448259_at	14314	Fstl1	0.001288	−2.14	0.322366	−1.22	0.011567	−1.75
1422967_a_at	22042	Tfrc	0.00107	−2.12	0.00023	−2.43	0.484369	1.15
1456733_x_at	12406	Serpinh1	0.001236	−2.03	0.127213	−1.34	0.036967	−1.51
1426464_at	217166	Nr1d1	0.003783	−2.03	0.010649	−1.83	0.63518	−1.11
1434923_at	68033	Cox19	5.50E-07	−2.01	0.000198	−1.53	0.007355	−1.31
1422768_at	56403	Syncrip	1.62E-05	2.00	0.000225	1.73	0.217858	1.16
1423269_a_at	83814	Nedd4l	0.000355	2.01	0.005813	1.64	0.213553	1.22
1450747_at	50868	Keap1	2.91E-05	2.02	0.255532	1.16	0.000338	1.74
1418146_a_at	19651	Rbl2	0.000403	2.03	0.480517	1.12	0.001918	1.80
1434150_a_at	70152 /// 393082	Mettl7a1 Mettl7a2	1.40E-05	2.03	0.022879	1.34	0.00268	1.51
1453988_a_at	15925	Ide	0.000412	2.03	0.638871	−1.08	0.000149	2.20
1419301_at	14366	Fzd4	0.000254	2.04	0.080389	1.33	0.013902	1.53
1432646_a_at	347740	2900097C17Rik	1.08E-06	2.05	0.342346	−1.10	2.01E-07	2.26
1417061_at	53945	Slc40a1	5.04E-05	2.07	0.025295	1.39	0.009503	1.48
1423953_at	68916	Cdkal1	1.93E-06	2.10	0.117263	−1.19	1.13E-07	2.49
1415773_at	17975	Ncl	2.48E-05	2.11	0.32501	1.14	0.000201	1.85
1449405_at	21961	Tns1	3.17E-06	2.11	0.020294	1.32	0.000568	1.59
1449005_at	80879	Slc16a3	0.001438	2.11	0.054044	1.50	0.102055	1.40
1431213_a_at	100041932	Gm3579	0.001169	2.12	0.408605	1.18	0.007302	1.80
1422286_a_at	21815	Tgif1	2.34E-05	2.12	0.309256	1.15	0.000204	1.85
1451020_at	56637	Gsk3b	8.27E-06	2.13	0.036157	1.32	0.000913	1.62
1417611_at	170706	Tmem37	0.000781	2.13	0.654402	−1.09	0.000293	2.32
1422997_s_at	26897 /// 171210	Acot1 /// Acot2	0.000628	2.14	0.108529	−1.36	1.84E-05	2.92
1417409_at	16476	Jun	5.39E-05	2.15	0.035148	1.39	0.007188	1.55
1423233_at	12609	Cebpd	0.002984	2.15	0.601471	−1.12	0.00094	2.41
1422847_a_at	18753	Prkcd	0.000377	2.16	0.233831	1.24	0.005448	1.74
1431320_a_at	17918	Myo5a	0.00029	2.17	0.792485	1.05	0.000514	2.07
1427844_a_at	12608	Cebpb	6.68E-06	2.17	0.640688	−1.06	2.73E-06	2.30
1433711_s_at	140742	Sesn1	2.03E-07	2.18	0.564539	1.06	5.49E-07	2.06
1425745_a_at	57752	Tacc2	4.48E-07	2.18	0.003064	1.41	0.000366	1.55
1456080_a_at	26943	Serinc3	0.001568	2.18	0.242556	−1.29	0.000117	2.80
1452082_at	234797	6430548M08Rik	3.14E-08	2.18	0.046032	−1.19	1.52E-09	2.60
1416617_at	68738	Acss1	0.000348	2.19	0.021219	1.56	0.072344	1.40
1454699_at	140742	Sesn1	6.86E-05	2.19	0.577294	−1.09	2.16E-05	2.39
1420973_at	71371	Arid5b	1.13E-05	2.20	0.004402	1.52	0.011325	1.44
1431697_at	20975	Synj2	1.26E-05	2.21	0.989386	−1.00	1.23E-05	2.21
1417290_at	76905	Lrg1	0.000307	2.21	0.799724	1.05	0.000533	2.11
1425384_a_at	140630	Ube4a	1.40E-06	2.21	0.316461	1.12	9.68E-06	1.98
1427131_s_at	320184	Lrrc58	4.95E-05	2.22	0.559443	1.09	0.000171	2.03
1419448_at	57915	Tbc1d1	7.25E-07	2.23	0.004296	1.41	0.000474	1.57
1438931_s_at	140742	Sesn1	0.000307	2.24	0.501495	1.13	0.001353	1.98
1455892_x_at			1.94E-05	2.29	0.284654	1.17	0.000188	1.96
1425514_at	18708	Pik3r1	0.001526	2.30	0.342072	1.24	0.012489	1.85
1426446_at	234797	6430548M08Rik	3.59E-06	2.32	0.302904	−1.14	5.30E-07	2.65
1424638_at	12575	Cdkn1a	0.000231	2.34	0.118787	−1.35	8.16E-06	3.16
1449311_at	12013	Bach1	6.06E-06	2.34	0.003171	1.57	0.007878	1.49
1423086_at	18145	Npc1	4.63E-08	2.38	0.225594	1.12	3.56E-07	2.11
1417563_at	13685	Eif4ebp1	4.14E-07	2.39	0.071658	1.23	1.42E-05	1.93
1419447_s_at	57915	Tbc1d1	1.51E-05	2.41	0.000777	1.82	0.075419	1.32
1425515_at	18708	Pik3r1	0.000605	2.43	0.605949	1.12	0.00189	2.17
1421679_a_at	12575	Cdkn1a	0.00021	2.44	0.104343	−1.39	6.51E-06	3.38
1450703_at	11988	Slc7a2	2.10E-05	2.48	0.818778	1.04	3.36E-05	2.39
1417623_at	20496	Slc12a2	0.000126	2.49	0.007085	1.76	0.078497	1.41
1433725_at	11479	Acvr1b	6.23E-06	2.49	0.000635	1.81	0.037663	1.38
1422565_s_at	18029	Nfic	8.26E-05	2.49	0.040319	1.48	0.009631	1.68
1451285_at	233908	Fus	1.61E-07	2.49	0.029668	1.29	1.14E-05	1.93
1421321_a_at	56349	Net1	0.000152	2.50	0.153148	−1.33	7.40E-06	3.31
1448780_at	20496	Slc12a2	8.91E-05	2.51	0.00241	1.90	0.142167	1.32
1416332_at	12696	Cirbp	4.12E-05	2.63	0.000551	2.12	0.234157	1.24
1422648_at	11988	Slc7a2	5.22E-05	2.66	0.049873	1.47	0.004744	1.81
1451382_at	69065	Chac1	0.000401	2.66	0.009432	1.92	0.16174	1.39
1419446_at	57915	Tbc1d1	5.79E-06	2.72	0.028562	1.45	0.000788	1.88
1416125_at	14229	Fkbp5	4.92E-07	2.81	0.158763	1.21	7.24E-06	2.31
1427035_at	213053	Slc39a14	3.52E-07	2.85	0.002438	1.59	0.000339	1.79
1427339_at	230810	Slc30a2	0.000124	2.87	0.060195	1.54	0.009373	1.87
1424354_at	68487	Tmem140	6.50E-07	2.94	0.549542	−1.09	2.29E-07	3.20
1422996_at	171210	Acot2	2.27E-05	3.01	0.521089	−1.13	6.29E-06	3.41
1452416_at	16194	Il6ra	1.63E-07	3.04	0.005239	1.52	6.10E-05	2.00
1425060_s_at	56430	Clip1	3.43E-05	3.20	0.005692	1.94	0.028004	1.65
1448231_at	14229	Fkbp5	1.03E-06	3.21	0.806432	−1.04	6.61E-07	3.33
1419754_at	17918	Myo5a	0.000219	3.31	0.888517	1.04	0.000296	3.19
1448747_at	67731	Fbxo32	3.64E-09	4.50	0.121024	1.25	3.85E-08	3.60
1450606_at	18948	Pnmt	6.42E-08	4.56	0.61962	1.09	1.44E-07	4.19
1417522_at	67731	Fbxo32	1.23E-07	5.14	0.525366	1.13	3.60E-07	4.55
1427747_a_at	16819	Lcn2	1.02E-07	11.06	0.089068	−1.64	6.76E-09	18.13

*Complete list of genes found differentially regulated in longissimus dorsi of BF vs. BG mice, meeting FDR < 0.05 and fold change < −2 and > +2 criteria*.

**Table 2:** **Genes differentially regulated in ***longissimus dorsi*** of spaceflown mice linked to main functional clusters identified by DAVID**.

			**LD**					
			**BF vs. BG**		**FC vs. BG**		**BF vs. FC**	
	**Entrez gene**	**Gene symbol**	***p*-value**	**FC**	***p*-value**	**FC**	***p*-value**	**FC**
Transcription regulation	12013	Bach1	6.06E-06	2.34	0.003171	1.57	0.007878	1.49
	12608	Cebpb	6.68E-06	2.17	0.640688	−1.06	2.73E-06	2.30
	12609	Cebpd	0.00298405	2.15	0.601471	−1.12	0.00094	2.41
	16476	Jun	5.39E-05	2.15	0.035148	1.39	0.007188	1.55
	21815	Tgif1	2.34E-05	2.12	0.309256	1.15	0.000204	1.85
	12912	Creb1	0.00412805	−2.34	0.329644	−1.29	0.033861	−1.81
	12916	Crem	0.00026409	−2.23	0.014286	−1.61	0.081056	−1.38
	50868	Keap1	2.91E-05	2.02	0.255532	1.16	0.000338	1.74
	18029	Nfic	8.26E-05	2.49	0.040319	1.48	0.009631	1.68
	217166	Nr1d1	0.00378344	−2.03	0.010649	−1.83	0.63518	−1.11
	17975	Ncl	2.48E-05	2.11	0.32501	1.14	0.000201	1.85
	19651	Rbl2	0.00040274	2.03	0.480517	1.12	0.001918	1.80
	71371	Arid5b	1.13E-05	2.20	0.004402	1.52	0.011325	1.44
	16658	Mafb	3.70E-05	−3.35	0.80239	1.06	2.22E-05	−3.54
Transporter activity	213053	Slc39a14	3.52E-07	2.85	0.002438	1.59	0.000339	1.79
	53945	Slc40a1	5.04E-05	2.07	0.025295	1.39	0.009503	1.48
	230810	Slc30a2	0.00012372	2.87	0.060195	1.54	0.009373	1.87
	22042	Tfrc	0.00027448	−2.91	0.030046	−1.74	0.042065	−1.67
ErbB signaling pathway	16476	Jun	5.39E-05	2.15	0.035148	1.39	0.007188	1.55
	12575	Cdkn1a	0.00023117	2.34	0.118787	−1.35	8.16E-06	3.16
	13685	Eif4ebp1	4.14E-07	2.39	0.071658	1.23	1.42E-05	1.93
	56637	Gsk3b	8.27E-06	2.13	0.036157	1.32	0.000913	1.62
	18708	Pik3r1	0.000605	2.43	0.605949	1.12	0.00189	2.17
RRM (RNA recognition motif)	12696	Cirbp	4.12E-05	2.63	0.000551	2.12	0.234157	1.24
	233908	Fus	1.61E-07	2.49	0.029668	1.29	1.14E-05	1.93
	17975	Ncl	2.48E-05	2.11	0.32501	1.14	0.000201	1.85
	20975	Synj2	1.26E-05	2.21	0.989386	−1.00	1.23E-05	2.21
	56403	Syncrip	1.62E-05	2.00	0.000225	1.73	0.217858	1.16
Other/unknown	21928	Tnfaip2	0.00116133	−2.64	0.545691	−1.17	0.004421	−2.26
	18753	Prkcd	0.00037714	2.16	0.233831	1.24	0.005448	1.74
	140742	Sesn1	2.03E-07	2.18	0.564539	1.06	5.49E-07	2.06
	76905	Lrg1	0.00030677	2.21	0.799724	1.05	0.000533	2.11
	140630	Ube4a	1.40E-06	2.21	0.316461	1.12	9.68E-06	1.98
	11479	Acvr1b	6.23E-06	2.49	0.000635	1.81	0.037663	1.38
	56349	Net1	0.00015206	2.50	0.153148	−1.33	7.40E-06	3.31
	16194	Il6ra	1.63E-07	3.04	0.005239	1.52	6.10E-05	2.00
	14229	Fkbp5	1.03E-06	3.21	0.806432	−1.04	6.61E-07	3.33
	17918	Myo5a	0.00021875	3.31	0.888517	1.04	0.000296	3.19
	16819	Lcn2	1.02E-07	11.06	0.089068	−1.64	6.76E-09	18.13
	12373	Casq2	0.00014932	−2.21	0.000655	−1.97	0.498468	−1.12
	15925	Ide	0.00041213	2.03	0.638871	−1.08	0.000149	2.20
	14366	Fzd4	0.00025444	2.04	0.080389	1.33	0.013902	1.53
	68916	Cdkal1	1.93E-06	2.10	0.117263	−1.19	1.13E-07	2.49
	18753	Prkcd	0.00037714	2.156	0.233831	1.24	0.005448	1.74

*List of genes linked to five different gene clusters (transcriptional regulation, transported regulation, ErbB signaling pathway, RNA recognition motif, and other/unknown) differentially regulated in longissimus dorsi of BF vs. BG mice. Gene transcripts meeting FDR < 0.05 and fold change < −2 and > +2 criteria are included*.

**Figure 4:**
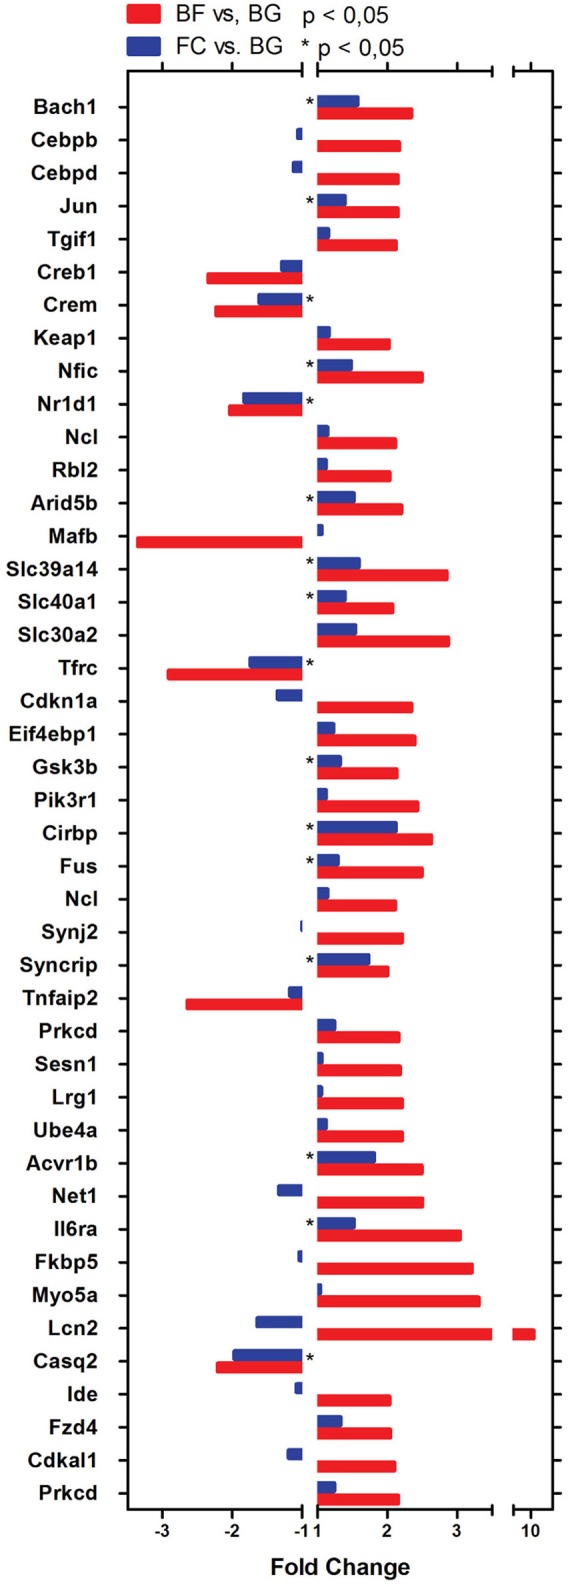
**Genes differentially regulated in ***longissimus dorsi*** of spaceflown mice identified by DAVID analysis**. Bar Chart representing genes linked to the main biological functions in BF vs. BG (red bars) and FC vs. BG (blue bars) comparison identified using DAVID analysis. All gene transcripts in BF vs. BG are significantly dysregulated (*p* < 0.05). For FC vs. BG transcripts significantly differentially regulated are indicated by ^*^p < 0.05.

### Real time PCR validation of microgravity-induced gene expression changes in *longissimus dorsi*

Quantitative real time PCR (qPCR) was performed to validate gene expression changes observed in *longissimus dorsi* following 30 days spaceflight (*n* = 5 for each group: BF, BG, and FC). The choice of genes to be validated was essentially centered on their *p*-values, fold changes (> 2.0 or < −2.0), and the potential association with skeletal muscle pathophysiology. Due to the low amount of tissue used for RNA extraction, we evaluated only the expression of 10 genes by qPCR in flown mice (BF) compared to ground controls (BG and FC): lipocalin 2 (Lcn2), sestrin 1(Sesn1), kelch-like ECH-associated protein 1(Keap1), glycogen synthase kinase 3 beta (Gsk3b), phosphatidylinositol 3-kinase, regulatory subunit polypeptide 1 (p85 alpha) (Pik3r1), v-maf musculoaponeurotic fibrosarcoma oncogene family protein B (Mafb), synaptojanin 2 (Synj2), protein kinase C delta (Prkcd), Muscle Atrophy F-box (MAFbx/Atrogin-1/Fbxo32), and Muscle RING Finger 1 (MuRF-1). Table S1 includes the sequence of the primer used in qPCR analysis. Four housekeeping genes were selected as reference to calculate the delta Ct of the selected genes: *Actb*, beta actin; *Ppia*, cyclophilin A; *Gapdh*, glyceraldehyde-3-phosphate dehydrogenase and *Pcx*, pyruvate carboxylase. PCR data normalized using Actb confirmed that Lcn2, Sesn1, Pik3r1, Mafb, Prkcd, Atrogin-1, and MuRF-1 were differentially regulated significantly in *longissimus dorsi* of BF compared to BG mice (Lcn2 *p* = 0.0062, Sesn1 *p* = 0.0090, Pik3r1 *p* = 0.036, Mafb *p* = 0.0094, Prkcd *p* = 0.0030, Atrogin-1 *p* = 0.0003, and MuRF-1 *p* = 0.0029), confirming the reliability of the Affymetrix data analysis (Figure 5). Identical results were obtained using Gapdh, Ppia, and Pcx as housekeeping genes (Data not shown).

**Figure 5:**
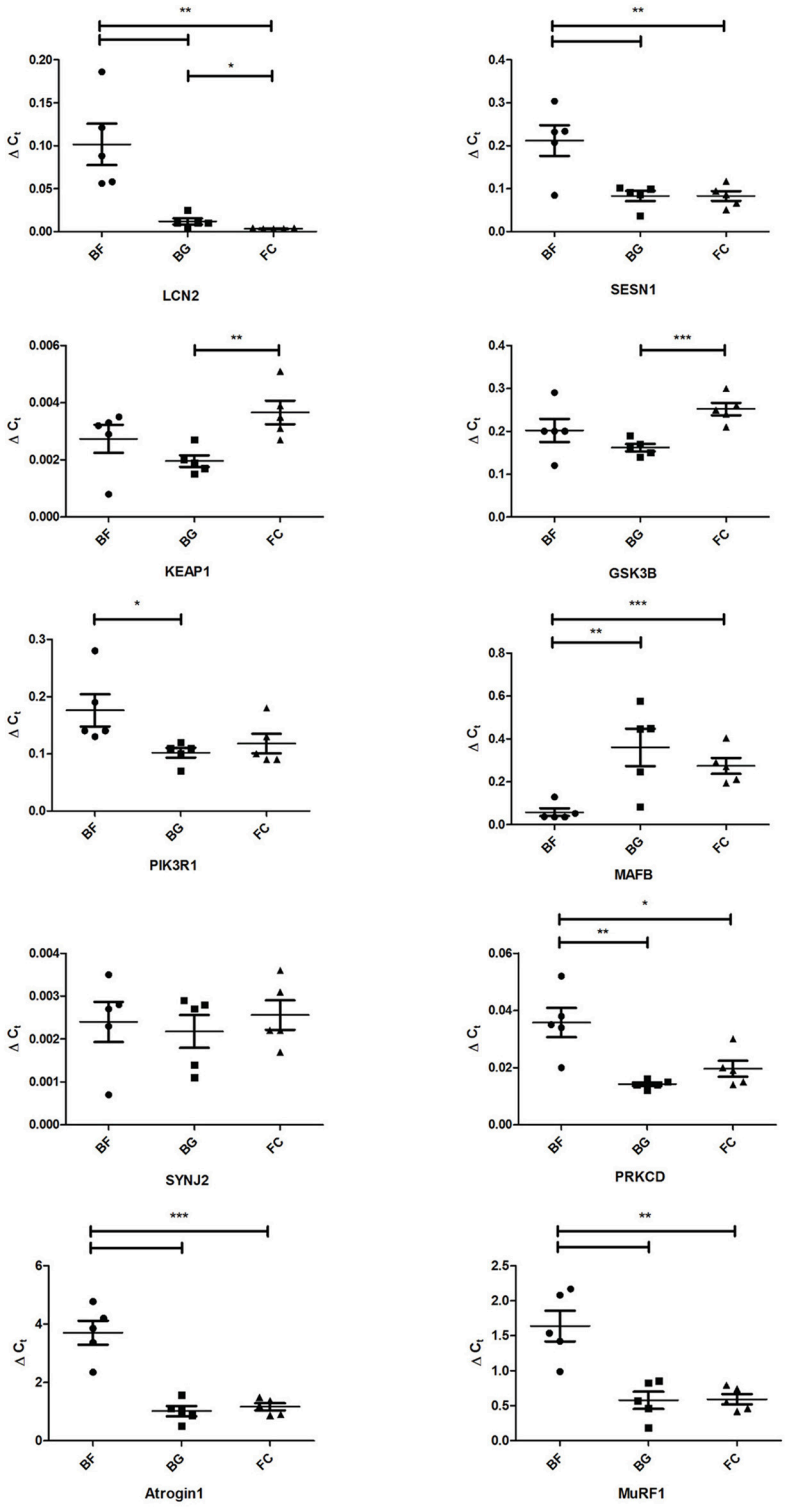
**Real time qPCR analysis of selected genes differentially regulated in ***longissimus dorsi*** of space-flown mice compared to ground controls**. Expression levels of lipocalin 2 (Lcn2), sestrin 1(Sesn1), kelch-like ECH-associated protein 1(Keap1), glycogen synthase kinase 3 beta (Gsk3b), phosphatidylinositol 3-kinase, regulatory subunit polypeptide 1 (p85 alpha) (Pik3r1), v-maf musculoaponeurotic fibrosarcoma oncogene family protein B (Mafb), synaptojanin 2 (Synj2), protein kinase C delta (Prkcd), Muscle Atrophy F-box (Atrogin-1), and Muscle RING Finger 1 (MuRF-1) were evaluated by real-time quantitative PCR in *longissimus dorsi* of space-flown mice (BF, *n* = 5) and ground controls (BG and FC, each *n* = 5). Graph shows ΔC_t_ ± SEM; ^***^p < 0.0009, ^**^p < 0.0095, and ^*^p < 0.05.

### Tongue muscle as in-flight negative control of microgravity transcriptome adaptation

To investigate whether microgravity exposure affected gene expression also in muscles that are constantly “activity loaded” also in spaceflight, we analyzed the transcriptome of mouse tongue from spaceflown mice (BF) compared to ground control (BG). 

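Tongue RNA of 3 BF, 3 BG and 2 FC mice was hybridized to arrays of the same type, 1 per mouse. The numbers follow the samples listed and the paper's methods. A protocol text of the deposited samples gives n = 3 for each group. The deposited log2 RMA values of these 8 arrays had medians of 6.53 to 6.61. Their SD around the group mean, over all probe sets, ranged from 0.103 to 0.217, and their mean r with the other arrays of the group from 0.988 to 0.996, across probe sets that are not independent replicates. They were fitted in the model that also holds *longissimus dorsi*, which has 17 residual degrees of freedom. In simulated data with 3 arrays per group, 86% of the probe sets changed by 1 on the log2 scale and 98% of those changed by 2 reached an adjusted p under 0.05. The number of arrays limits the precision, and the FC group with 2 arrays takes its spread mostly from the other groups.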

Affymetrix analysis of BF vs. BG (applying a *FDR* <5% and fold change < −2 and > 2 cut-off) showed that only 27 genes were differentially regulated in the tongue muscle of space-flown mice. 

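In tongue of flown mice, genes of cell division were lower than in BG. Of 37 cell cycle genes, 16 were lower and none was higher (22 lower adjusted over the list alone), 13 of them by more than 2-fold. The list was called lower by camera (adjusted p = 5.98e-19, and adjusted p = 0.00749 with an estimated correlation). It was not called among the brighter probe sets alone (mean value at or above the median), where its camera adjusted p was 0.707. The values of Table S2 had been seen when the list was written, and without the 12 members in that table 6 of 25 were lower (camera adjusted p = 3.77e-07, but adjusted p = 0.0596 with an estimated correlation). Ccnb2, a cyclin of mitosis, fell by 1.88 (standard error 0.253, adjusted p = 0.00111), and Dbf4, the activator of a kinase that starts DNA replication, by 1.24 (standard error 0.164, adjusted p = 0.00111). The other of the 2 probe sets of Dbf4 changed by 0.205 and did not pass. Krt17, a keratin of epithelial cells, fell by 1.18 (standard error 0.159), and the ubiquitin ligase Trim59 by 1.38 (standard error 0.182). Of 26 genes of calcium handling, 2 were higher and none was lower (9 higher and 1 lower adjusted over the list alone, camera adjusted p = 3.65e-05, but adjusted p = 0.516 with an estimated correlation). Genes of fast fibres and endothelial markers were also called higher (camera adjusted p = 0.0355 and 0.0232), and genes of slow fibres lower (0.0482). Each of these lists lost its call without some single arrays. Interferon-responsive (3.65e-05), insulin signalling (0.00613), myogenic regulator (0.0082) and qPCR panel (0.00853) genes were called higher too, and RNA-binding proteins lower (0.00774). These also lost their calls without some single arrays. Proteasome subunits (3.65e-05), cytosolic ribosomal proteins (0.000204) and extracellular matrix genes (0.000268) were called lower, also with each array left out. Of the 13 lists called, only the cell cycle genes held with an estimated correlation.

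In BF vs. BG, 50 probe sets were called, 14 higher and 36 lower, which name 41 genes. Their number was 12 without BF replicate 1, 178 without BF replicate 2, 11 without BF replicate 3, 9 without BG replicate 1, 17 without BG replicate 2 and 107 without BG replicate 3. At the adjusted p alone, 187 passed, 80 higher and 107 lower, but 172 higher and 130 lower after quantile normalization within the muscle. Their number was 14, 1067 and 16 without BF replicates 1, 2 and 3, 10, 31 and 480 without BG replicates 1, 2 and 3, and 364 without BG replicate 5 of *longissimus dorsi*. Every BF array lay above or below every BG array in 18.5% of the probe sets, where chance gives 10%. With 3 BF, 3 BG and 2 FC arrays drawn from *longissimus dorsi*, the median number called there was 112.5 (30 to 267), and 4 of 100 draws called fewer than tongue. That share was 21 of 100 without moderation (median 51.5, 5 to 159, against 27 in tongue), 11 with quantile normalization, 8 with median centring and 14 at the adjusted p alone. It was 4 with trend and robust moderation and 0 among the brighter probe sets (median 98.5, 26 to 220, against 16 in tongue). Both muscles called 5 genes in BF vs. BG: Fkbp5, Nfic, Pnmt, Synj2 and Tns1, where independent lists would share 0.212 probe sets. The tongue call of each of the 5 ended without BG replicate 1, at an adjusted p of 0.0911 for Fkbp5 and Synj2, 0.0631 for Nfic, 0.136 for Pnmt and 0.0885 for Tns1. Except for Nfic, each also ended without BF replicate 1, at 0.16 for Fkbp5, 0.12 for Pnmt, 0.0603 for Synj2 and 0.0879 for Tns1. The same 4 ended without BF replicate 3, at 0.123, 0.147, 0.101 and 0.0768, and without BG replicate 2 those of Fkbp5 (0.141), Pnmt (0.0726) and Tns1 (0.0541) ended. Without moderation those of Fkbp5 (0.0544) and Pnmt (0.0689) ended, and that of Fkbp5 did so in a fit of tongue alone (0.0666). Across probe sets, which are not independent replicates, the changes in BF vs. BG of the muscles correlated at r = 0.345.

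**Figure D4:**
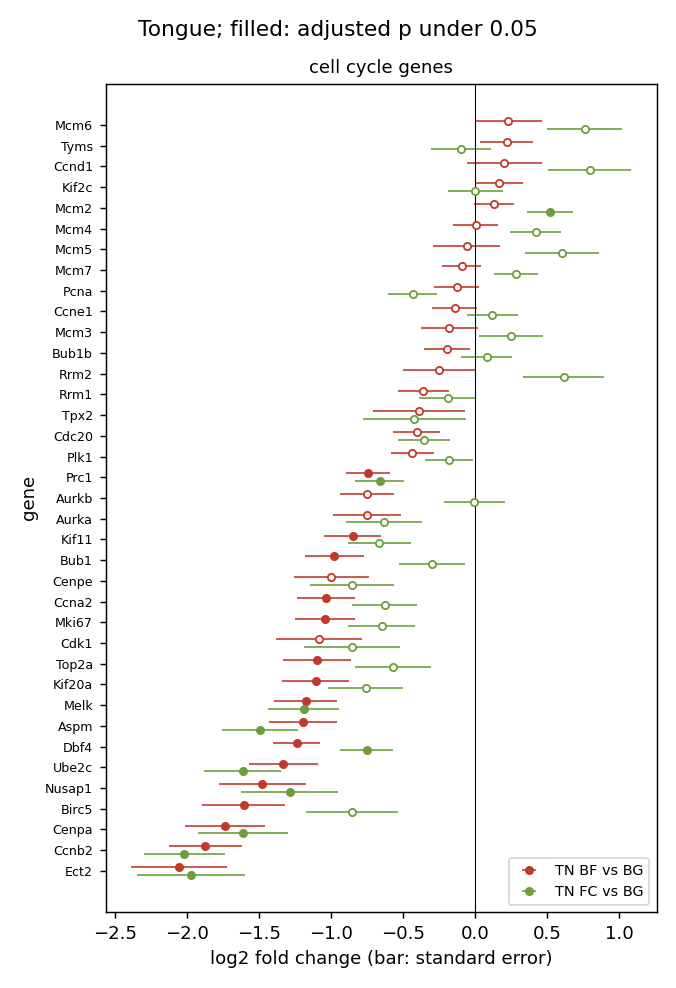
Log2 fold changes of cell cycle genes in tongue, in BF vs. BG and in FC vs. BG. Points are limma estimates with bars of 1 standard error, filled where the adjusted p is under 0.05, as for 16 genes in BF vs. BG, all to the left of 0.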

Table S2 shows the complete list of differentially regulated genes in tongue. The two way hierarchical clustering analysis centered on genes differentially regulated in BF vs. BG showed similarity in the gene expression of the BF and FC groups (Figure 6), suggesting that in this particular non-appendicular visceral skeletal muscle gene expression regulation has a relatively low sensitivity to microgravity exposure compared to appendicular or somatic skeletal muscle in murine vertebrates.

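Some genes of mitosis were lower in tongue of FC than of BG mice. This comparison shares its 3 BG arrays with BF vs. BG, so high values in these would lower the genes in both, and it is not independent evidence. In this comparison, added after the data were seen, 9 of the 37 cell cycle genes were lower and 1, Mcm2, was higher in FC than in BG (18 and 5 adjusted over the list alone, camera adjusted p = 3.85e-05, but adjusted p = 0.522 with an estimated correlation). Mcm2, a part of the helicase of DNA replication, is named after its value was seen. It did not pass without BG replicate 1 (adjusted p = 0.0756) or 2 (0.225), without FC replicate 1 (0.213) or 2 (0.19), after quantile normalization (0.0547) or median centring (0.0658), or in a fit of tongue alone (0.134). Ccnb2 fell by 2.02 (standard error 0.283, adjusted p = 0.000217) and Ube2c, which marks mitotic cyclins for degradation, by 1.62 (adjusted p = 0.00109). The mean log2 value of the list was 6.45 and 6.47 in the FC arrays, 6.08, 6.48 and 6.07 in the BF arrays, and 7.08, 6.98 and 6.67 in the BG arrays, so that each BG array lay above each of the others.

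Over the 27 probe sets of Table S2, the first split of hierarchical clustering placed the 3 BF and 2 FC arrays apart from the 3 BG arrays. Under complete linkage, with the probe sets called here, or without BF replicate 2, 1 BG array joined them. Over all probe sets, 2 BF and 2 FC arrays were on 1 side. The probe sets of Table S2 were chosen by the study for BF vs. BG on these samples, so this is not independent evidence. From the similarity of BF and FC, the paper proposes that gene expression in this muscle has a low sensitivity to microgravity.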

**Figure 6:**
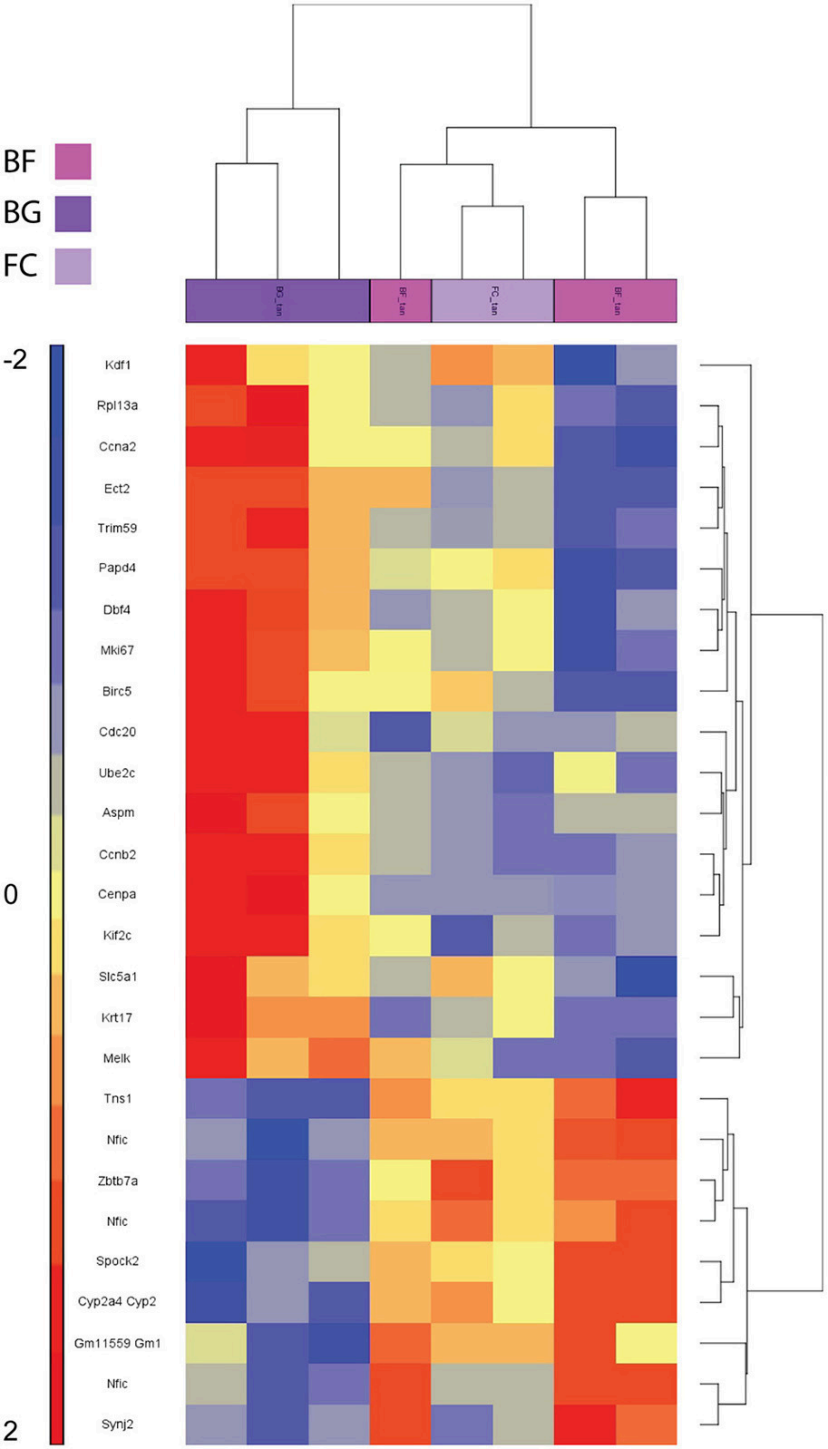
**Heat map visualizing genes differentially regulated in the tongue of BION-M1 space flown mice**. Two way hierarchical clustering centered on BF vs. BG of mouse tongue muscles (*n* = 3 for BF and BG; *n* = 2 for FC). Differentially regulated genes meeting *FDR* < 0.05 and fold change < −2 and > +2 criteria are included in the heat map.

## Discussion

Our study investigated for the first time paraspinal muscle adaptation in 30 days space-flown mice both at morphological and gene expression level. At present, only few studies analyzed the effect of microgravity exposure on paraspinal skeletal muscle, and to our knowledge no study actually quantified the changes in either myofiber cross sectional area or fiber type composition neither in spaceflight crew member or space-flown rodent paraspinal back muscles. So far human studies on lumbar back muscle are mostly based on clinical imaging (magnetic resonance imaging) and physiological measurements (e.g., strength test). On the other hand, the effects on human paraspinal muscle deconditioned by the spaceflight analog bed rest have been already investigated to test efficacy of countermeasures able to prevent or reduce the impact of extended disuse or unloading of the spine. In a 60-days 6° head-down tilt (HDT) bed rest study, resistive exercise with or without superimposed whole body vibration reduced the whole muscle cross sectional area (CSA) loss observed in different paraspinal functional muscle groups such as lumbar *multifidus* (medial group), lumbar *erector spinae* (lateral group) and the anterior and medial hip group with the *psoas* (Belavy et al., 2010). Moreover, it has been recently reported that lower body negative pressure (LBNP) treadmill and flywheel significantly reduced total lumbar paraspinal muscle loss (76% represented by erector spinae) induced by 60 days of 6° HDT bed rest in women (Holt et al., 2016). Unfortunately, paraspinal back muscle biopsies, which would allow a more accurate view on disuse-induced structural and molecular tissue changes, may not be feasible from bed rest participants or even crew in Space because of two major constraints: firstly, the paraspinal back muscle shows some anatomical and functional complexity, for example subdivision into several muscular subgroups (e.g., medial deeper and lateral superficial columns), and secondly, there are obvious ethical constraints and risks of invasive biopsy sampling procedure on the back muscles of the participant's trunk staying supine for longer periods in bed rest.

However, the results reported in this study are based on the quantification of myofibers CSA and type composition of *longissimus dorsi* tissue samples from mice exposed to microgravity for as long as 30 days, showing that spaceflight only moderately affected the myofiber CSA and only slightly increased the amount of type 2B myofibers in *longissimus dorsi* of space-flown mice compared to ground controls. These results suggest that, despite elevated levels of Atrogin-1 and MuRF-1 found in muscle of space-flown mice, robust morphological changes distinctive of paraspinal muscle deconditioning are likely just to be set on in mice exposed for 30 days to microgravity. Our present data on mice partially disagree with those of Yamakuchi and co-workers, who described a “qualitative” decrease in the number and volume of type 1 MyHC positive myofibers in paraspinal rat muscle exposed to microgravity for 14 days (Yamakuchi et al., 2000). On the other hand, we expected to find some lower effects of microgravity adaptation in mouse *longissimus dorsi* compared to the robust changes previously observed in crewmembers after spaceflight or long term bed rest participants, considering the obvious differences in paraspinal muscle loading between bipedal humans and four-legged vertebrates on ground, and in particular during body movement adaptations of both species observed in the microgravity environment. Moreover, another possible source of discrepancy between our results and human studies might originate by the anatomical complexity of back muscles and the type of analysis performed. The major part of the human studies analyzing paraspinal muscle deconditioning focuses on imaging analysis (MRI) of functional groups of muscle in the lumbar region, such as the *erector spinae* (including components of different muscles such as *multifidus, longissimus dorsi, iliocostalis*, and *spinalis dorsi* (Belavy et al., 2010; Holt et al., 2016).

Though, the apparent lack of an atrophic structural phenotype in mouse *longissimus dorsi* (i.e., almost constant myofiber CSA with little slow-to-fast myofiber shift) was also confirmed by the global gene expression and gene ontology (GO) analysis, by which no genes linked to the sarcomere structure were found differentially regulated in space-flown mice. 

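Few structural genes of the sarcomere passed the adjusted p. Of 35 genes of sarcomere structure, 3 were higher and 1 was lower in BF than in BG (the same numbers adjusted over the list alone), none of them by more than 2-fold. The list was not called (camera adjusted p = 0.127, direction up), with a median log2 change of 0.0561 and a mean of -0.0422. It was called with array weights (camera adjusted p = 0.0372) and without the array of widest spread in each group (0.0419, chosen after the spreads were seen). In BF vs. FC none of the 35 passed (0 adjusted over the list alone), but the list was called higher (camera adjusted p = 0.0284, but adjusted p = 0.67 with an estimated correlation), though not without BF replicate 4 (0.0622), BF replicate 5 (0.0822), FC replicate 2 (0.253) or FC replicate 5 (0.0585), or with quantile normalization (0.118). Myom2, which links thick filaments at the M-band, was higher in BF vs. BG by 0.63 (standard error 0.132, adjusted p = 0.00434) and Tmod1, which caps thin filaments, by 0.44 (standard error 0.101, adjusted p = 0.00757). The lower gene, Myoz2 of the Z-disc of slow fibres, fell by 0.88 (standard error 0.242, adjusted p = 0.0237), but did not pass without BF replicate 1 (adjusted p = 0.0562), BF replicate 3 (0.0724) or BG replicate 4 (0.0513), or without the arrays of widest spread (0.0843). In FC vs. BG it fell by 0.99 (adjusted p = 0.0142). Of 11 genes of slow fibres, 2 were lower and none was higher (2 adjusted over the list alone, camera adjusted p = 0.0198, but adjusted p = 0.537 with an estimated correlation). That list was not called without BF replicate 3 (0.0947), without BG replicate 5 (0.147), with array weights (0.137), without the arrays of widest spread (0.238) or without its members in Table 1 (0.0831). In FC vs. BG it was also called lower (camera adjusted p = 0.00268, but adjusted p = 0.727 with an estimated correlation), though not without BG replicate 5 (0.0574) or FC replicate 2 (0.127). In BF vs. FC its direction was up and it was not called (0.286), except without BF replicate 3 (0.035). The other lower gene of slow fibres is Casq2, a calcium store of the sarcoplasmic reticulum, which fell by 1.14 (standard error 0.214, adjusted p = 0.00189) and by 0.98 in FC vs. BG (adjusted p = 0.00798). Of 12 genes of fast fibres, 0 passed limma's test and 2 had an unadjusted p under 0.05.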

Surprisingly, transcripts coding for two ubiquitin ligases, Atrogin-1 and MuRF-1, involved in skeletal muscle atrophy (Bodine et al., 2001) were upregulated in space-flown mice compared with ground controls. 

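Genes that FoxO factors induce in wasting muscle were higher in *longissimus dorsi* of flown mice. Fbxo32, which encodes the ubiquitin ligase Atrogin-1, has 2 probe sets on the arrays. It was higher in BF than in BG by 2.17 on the log2 scale (standard error 0.181, adjusted p = 4.31e-07) and by 2.36 (standard error 0.245, adjusted p = 7.88e-06). Against FC it was higher by 1.85 (adjusted p = 3.54e-06) and 2.18 (adjusted p = 2.07e-05), while FC vs. BG changes were 0.32 (adjusted p = 0.288) and 0.18 (adjusted p = 0.714). In tongue the changes of Fbxo32 in BF vs. BG were 0.41 (adjusted p = 0.424) and 0.09 (adjusted p = 0.932). Of 23 atrophy and FoxO target genes, 13 were higher in BF than in BG and none was lower (16 higher adjusted over the list alone). The list was called by camera with a preset correlation (adjusted p = 7.22e-14) and an estimated one (adjusted p = 0.00196), with a median log2 change of 0.652. Without the 4 members in Table 1, 9 of 19 were higher (camera adjusted p = 5.21e-09, and adjusted p = 0.00508 with an estimated correlation). Against FC 9 were higher and none was lower (15 higher adjusted over the list alone, camera adjusted p = 3.13e-19). Markers of white adipocytes, a cell type other than the fibres, were also called higher against FC (median log2 change 0.581, camera adjusted p = 2.96e-06). Among the lists without the genes of Table 1, the adjusted p of these markers was 0.284 with an estimated correlation. Against BG they were not called (0.0728). Eif4ebp1, a repressor of translation, was higher in BF than in BG by 1.25 in its probe set of Table 1 (standard error 0.149, adjusted p = 2.81e-05), with its 3 probe sets between 0.78 and 1.25, and Ulk1, a kinase that starts autophagy, by 0.82 (standard error 0.0869, adjusted p = 9.31e-06). Gadd45a, a stress protein induced by denervation, was higher by 0.95 (standard error 0.133, adjusted p = 0.000157). Ulk1 was also higher in FC than in BG, by 0.73 (adjusted p = 0.000205).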

Since Atrogin-1 and MuRF-1 expression levels have never been previously investigated in *longissimus dorsi* following unloading, different mechanisms could explain the overexpression of these two ubiquitin ligases without robust signs of muscle atrophy. For example, it is known that in rodent skeletal muscles the over-expression of transcripts coding for Atrogin-1 and MuRF-1 occurs relatively early following unloading and decreases back to baseline level within 15 days (Bodine et al., 2001; Bodine and Baehr, 2014). Thus, these data suggest that the expression of these two genes, usually considered an early event in the onset of the atrophic phenotype, is instead a relatively late event (30 days) in *longissimus dorsi* of space flown mice. Another possible explanation could involve a muscle specific mechanism regulating the translation of both transcripts. For example, it has been previously shown that miR-23 a suppresses the translation of both MAFbx/atrogin-1 and MuRF-1 in a 3_-UTR-dependent manner (Wada et al., 2011). Unfortunately, in the absence of time course experiments needed to evaluate Atrogin-1 and MuRF-1 expression in *longissimus dorsi* of space flown mice and the onset of back muscle atrophy, we can only speculate about the gap between the expression of these two genes and the translation of the corresponding transcripts. Further investigations are obviously needed to understand the role of Atrogin-1 and MuRF-1 in the regulation of the phenotype in mouse paraspinal muscle.

We recently investigated the morphological changes induced by 30 days microgravity in mouse *soleus* and *extensor digitorum longus* (EDL) (Gambara et al., 2017): reduced CSAs were observed in type I, IIa, IIb, and IIx myofibers in *soleus* of mice flown aboard of the biosatellite BION-M1 whereas no changes were observed in EDL, thus largely confirming the notion that *soleus*, the postural slow type muscle of lower murine limb, was highly responsive to microgravity unloading as compared to EDL, the fast type murine muscle. Moreover, the analysis of myofiber phenotype showed a myofiber type shift from slow to fast mainly in *soleus* muscle of flown mice (Gambara et al., 2017). Since the myofiber type composition of mouse *longissimus dorsi* is prevalently fast, as in the case of EDL, minor atrophying effect of microgravity on this specific back muscle was expected.

Among the genes linked to the transcriptional regulation that we found differentially regulated after microgravity exposure, Mafb (v-maf musculoaponeurotic fibrosarcoma oncogene family protein B) was found to be highly downregulated. Mafb (named also as Kreisler or Krml) is known to be essential for the hindbrain development and defects in the organization of facial motor neurons were found in Mafb mutant mice (McKay et al., 1997). More recently it has been demonstrated that Mafb has a pivotal role in the development of Duane syndrome, a congenital disorder generated by an aberrant cranial innervation (Park et al., 2016). To our knowledge, a role for Mafb in paraspinal muscle physiology has never been described yet, thus further investigation is needed to elucidate the function of Mafb in this particular context.

Focusing mainly on genes that were validated by real time qPCR, almost all these genes are directly or indirectly linked to insulin signaling and sensitivity in skeletal muscle, highlighting the impact of spaceflight on glucose metabolism in the *longissimus dorsi* back muscle. It is well-known that both spaceflight and bed rest induce a set of subclinical diabetogenic effects in humans, such as insulin resistance, decreased glucose tolerance, increased glucose level in plasma and reduced insulin (Tobin et al., 2002). 

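Single genes of insulin signalling were among those higher in *longissimus dorsi* of flown mice. Of 30 genes of insulin signalling and glucose uptake, 7 were higher in BF than in BG and none was lower (12 higher and 1 lower adjusted over the list alone, camera adjusted p = 8.14e-05, but adjusted p = 0.125 with an estimated correlation). Without the 6 members in Table 1, 2 of 24 were higher and the list was not called (camera adjusted p = 0.0507). Those members were picked for a large change in BF vs. BG, so their removal weakens the list there in advance. Against FC, 3 of the 30 were higher, none was lower and the list was not called (camera adjusted p = 0.888). It was called lower against FC with all probe sets of a gene (0.0234) and without the members in Table 1 (0.0395, but adjusted p = 0.57 with an estimated correlation). In tongue the list was called higher in BF vs. BG too (camera adjusted p = 0.00613), though not without BF replicate 1 (0.0979) or with an estimated correlation. The difference of the list between the muscles was not called (0.432). Tbc1d1, which holds back the glucose transporter GLUT4 until insulin or contraction signals, was higher in BF vs. BG by 1.27 (standard error 0.194, adjusted p = 0.000351), with its 3 probe sets between 1.15 and 1.44. It was also higher in FC than in BG, by 0.87 (adjusted p = 0.00916). Gsk3b, the kinase that inhibits glycogen synthase, was higher by 1.09 in BF vs. BG (standard error 0.162, adjusted p = 0.000275) and by 0.70 in BF vs. FC (adjusted p = 0.0159). Synj2, an inositol phosphatase, was higher by 1.14 (standard error 0.174, adjusted p = 0.000338) in 1 of 6 probe sets. Keap1, which restrains the antioxidant factor NRF2, was higher by 1.01 (standard error 0.167, adjusted p = 0.00066). Of the 8 genes of the qPCR panel that the annotation names, 7 were higher in BF than in BG and none was lower, with the same number adjusted over the list alone (camera adjusted p = 1.42e-12, and adjusted p = 0.00398 with an estimated correlation). The panel was chosen by the study on these samples, so this is not independent evidence.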

Recently Rudrappa and co-workers reviewed the potential reciprocal influence of insulin resistance and muscle disuse atrophy (Rudrappa et al., 2016), concluding that further studies are needed to better understand the causative role of insulin resistance in determining the atrophic phenotype in skeletal muscle.

Among the genes differentially regulated in *longissimus dorsi* of spaceflown mice, Lipocalin-2 transcripts (Lcn2) were the most upregulated (Fold change = 11.06, BF vs. BG comparison) found in our study. This gene encodes for a small secreted protein that it is known to be involved in the onset of aging and obesity-induced systemic insulin resistance (Law et al., 2010). However, it has been shown that the phosphorylation of insulin receptor and Akt, and insulin-stimulated glucose uptake were not significantly altered in skeletal muscle of Lcn2 knockout mice compared to wild-type mice. These results may be in part explained by the low basal level of Lcn2 expression in murine skeletal muscle (Yan et al., 2007). On the other hand, Guo and co-workers showed opposite results, that is Lcn2 deficiency potentiated diet-induced insulin resistance in mice (Guo et al., 2010). 

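Lcn2 encodes a secreted protein that binds iron carriers of bacteria and is made by granulocytes and by many tissues during inflammation. It averaged 9.71 ± 0.800 (SD, n = 5) on the log2 scale in BF, 6.24 ± 0.925 in BG and 5.53 in FC. The log2 change in BF vs. BG was 3.47 (standard error 0.351, adjusted p = 7.88e-06). Against FC it was 4.18 (adjusted p = 6.09e-07). In tongue the change of Lcn2 was 1.07 and did not pass the test (standard error 0.453, adjusted p = 0.255). Of 13 granulocyte markers, 1 was higher in BF *longissimus dorsi*, Lcn2 itself, and none was lower (the same adjusted over the list alone, camera adjusted p = 0.682). Against FC the list was called higher (camera adjusted p = 0.00884, but adjusted p = 0.0976 with an estimated correlation), though not without Lcn2 (0.185). The granulocyte genes S100a8, S100a9 and Ltf, named after their values were seen, did not pass in BF vs. BG, with changes of -0.27, -0.63 and -0.13. Of 22 acute phase and IL-6 response genes, 5 were higher and 1 was lower in BF vs. BG, and the list was not called (camera adjusted p = 0.0696), with a median log2 change of -0.00966 and a mean of 0.267. It was called higher among the brighter probe sets (0.0205), with median centring (0.0455), with array weights (0.0258), without the arrays of widest spread (0.0178, chosen after the spreads were seen) and without BG replicate 5 (0.0101), BF replicate 3 (0.0402) or BF replicate 4 (0.0458). Without its 5 members in Table 1, 0 of 17 were higher and 1 was lower in BF vs. BG. The direction of the list then turned to down, and it was not called (camera adjusted p = 0.405). The members left out were picked for a large change in BF vs. BG, so their removal weakens the list there in advance. In BF vs. FC the list was called (camera adjusted p = 0.000267, but adjusted p = 0.112 with an estimated correlation), though not without its members in Table 1 (0.438). Lrg1, a secreted glycoprotein of the acute phase, was among the 5.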

Interestingly, Lcn2 protein level was found to be increased in sera of individuals following bed rest (Rucci et al., 2015), therefore based on our results we may speculate that Lcn2 protein could be at least in part secreted in a soluble form in blood by skeletal muscle tissue similar to the known myokines.

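Sestrins restrain mTORC1 and oxidative damage, and the gene of Sestrin 1 is a target of both p53 and FoxO factors. Sesn1 averaged 10.3 ± 0.204 (SD, n = 5) on the log2 scale in BF and 9.16 ± 0.0832 in BG, a change of 1.12 (standard error 0.130, adjusted p = 2.08e-05). Its 3 probe sets changed by 1.12 to 1.16. Against FC, Sesn1 was higher by 1.04 (adjusted p = 7.18e-05), and FC vs. BG differed by 0.08 (adjusted p = 0.764). In tongue the change of Sesn1 in BF vs. BG was -0.03 (adjusted p = 0.959). Of 17 p53 target genes, 4 were higher in BF than in BG *longissimus dorsi* and none was lower (5 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.00155, and adjusted p = 0.0384 with an estimated correlation). Without the 2 in Table 1, 2 of 15 were higher and the list was not called (camera adjusted p = 0.0507). The genes of Table 1 were picked for a large change in BF vs. BG, so their removal weakens a list there in advance. Of 22 genes of NRF2 and antioxidant defence, 9 were higher and none was lower (10 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.00155, and adjusted p = 0.0147 with an estimated correlation). Without the 2 in Table 1, 7 of 20 were higher (camera adjusted p = 0.0219, but adjusted p = 0.307 with an estimated correlation). Gclm, a subunit of the enzyme that starts glutathione synthesis, was higher by 0.92 (standard error 0.140, adjusted p = 0.000353), and also in FC vs. BG, by 0.71 (adjusted p = 0.00469). Against FC, none of the 22 passed in BF (0 adjusted over the list alone), though the list was called higher (camera adjusted p = 0.00294, and adjusted p = 0.0144 with an estimated correlation, but adjusted p = 0.0931 with an estimated correlation without the members in Table 1). Glutathione reductase, Gsr, was higher in BF vs. BG by 0.61 (standard error 0.122, adjusted p = 0.00301), and catalase, Cat, by 0.65 (standard error 0.126, adjusted p = 0.00253).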

In our study, we also identified another well-known regulator of cell metabolism, Sestrin 1 (Sesn1), that we found to be upregulated in *longissimus dorsi* of spaceflown mice compared to ground controls. Sestrins are a family of stress activated proteins involved in the metabolism of reactive oxygen species (ROS), in the regulation of autophagy, and in insulin signaling. More in detail, Sestrins increase AMPK activation, consequentially inhibiting mTORC1 activity, known to induce insulin resistance through the inhibition insulin receptor substrates and the consequent reduction of phosphoinositide-3-kinase (PI3K)/Akt signaling (Lee et al., 2013). Moreover, it has been shown that only Sestrin 3 (Sesn 3) was upregulated in *vastus lateralis* of type 2 diabetes patients compared to healthy individuals but its role is more likely to be linked to skeletal muscle differentiation than regulating glucose and lipid metabolism. On the other hand, hydrogen peroxide increased only mRNA level of Sesn 1 and 2 in human myotubes, suggesting that these two isoforms are specifically involved in the response to oxidative stress in skeletal muscle (Nascimento et al., 2013). With regard to p85 alpha PI3K regulatory subunit (Pik3r1), we found upregulation of this transcript in *longissimus dorsi* of the spaceflown mice. This result agrees with the upregulation of Pik3r1 found in *gastrocnemius* of mice exposed to microgravity for 11 days (Allen et al., 2009). 

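Pik3r1 encodes p85 alpha, which binds the catalytic subunit of PI3K and brings it to the insulin receptor substrates. Of its 3 probe sets in *longissimus dorsi*, whose log2 changes in BF vs. BG were 0.99 to 1.28, the ones in Table 1 were higher by 1.28 (standard error 0.273, adjusted p = 0.00481) and by 1.20 (standard error 0.285, adjusted p = 0.0102). Single BF and BG mice overlapped in both. Against FC, Pik3r1 was higher by 1.12 in the former (adjusted p = 0.0213) and by 0.89 in the latter, which did not pass the test (adjusted p = 0.0902, but 0.0262 without BG replicate 5 in the model). The former did not pass against FC without BF replicate 1 (adjusted p = 0.0545), BF replicate 3 (0.0612) or FC replicate 4 (0.0581), or without moderation of the variance (0.0565). In FC vs. BG it changed by 0.16 (adjusted p = 0.772), and in tongue by 0.84 in BF vs. BG (adjusted p = 0.25).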

PI3K is known to be crucial for insulin-induced glucose transport (Hara et al., 1994) and it has been shown that in bed rest, for example, the glucose transporter GLUT4, Akt signaling, and Glycogen synthase activity are equally reduced (Bienso et al., 2012). Interestingly, Terauchi and co-workers showed an increased insulin sensitivity and increase in glucose transport in skeletal muscle of Pik3r1^−/−^ mice due to the compensatory upregulation of the other two isoforms p55 and p50 alpha (Terauchi et al., 1999). To better understand the role of Pik3r1 in the onset or prevention of insulin resistance in disused skeletal muscle, the expression of all Pik3r1 isoforms should be further investigated in microgravity or other experimental models of unloading.

In the current study, we also found that protein kinase C delta (Prkcd) transcript were significantly upregulated in *longissimus dorsi* of spaceflown mice. This result supports the crucial role of Prkcd in skeletal muscle insulin sensitivity. 

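Prkcd encodes protein kinase C delta, a kinase activated by diacylglycerol that can phosphorylate insulin receptor substrates. Its expression averaged 7.97 ± 0.628 (SD, n = 5) on the log2 scale in BF *longissimus dorsi* and 6.86 ± 0.268 in BG, a change of 1.11 (standard error 0.227, adjusted p = 0.00369). Single mice of the groups overlapped. Against FC the change of Prkcd was 0.80 and did not pass the test (adjusted p = 0.051). It passed after quantile normalization (0.0366) or median centring (0.0454), with array weights (0.0109) and among the brighter probe sets (0.0379). It also passed without BF replicate 2 (0.00152), and without BG replicate 4, BG replicate 5, FC replicate 2 or 1 of the BF tongue arrays (0.0471 to 0.048). Prkcd in FC vs. BG differed by 0.31 (adjusted p = 0.43). In tongue, Prkcd changed by 0.46 in BF vs. BG (adjusted p = 0.478).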

In fact, an increase in the Prkcd levels related to the aging has been previously described, and the muscle-specific Prkcd knockout improved aging-related decline of glucose tolerance and insulin resistance (Li et al., 2015).

Interestingly, two of the validated genes differentially regulated in *longissimus dorsi* of space-flown mice and linked to insulin resistance, Lcn2 and Sesn1, and another gene coding for Mafb were previously identified as overexpressed genes in both *soleus* and EDL of mice flown for 30 days onboard the BION-M1 biosatellite (Gambara et al., 2017), suggesting that the regulation of only few genes following microgravity exposure may not be strictly muscle specific. On the other hand, microarray analysis of space-flown murine *soleus* and EDL compared to ground controls showed that the larger number of differentially regulated genes was highly muscle specific: only 24 differentially regulated genes were in common between the two functionally different muscles (Gambara et al., 2017). In the present study the tongue muscle was used as reference internal control of microgravity exposure as the tongue represents a visceral skeletal muscle with obviously constant activity load. A typical example of tongue loading is performed during daily nutritional activities in microgravity (i.e., water and food uptake) as recently proposed for mice masticatory muscle (masseter, MA). MA insensitivity to microgravity was explained by the protective effect against mass loss due to continuing chewing-induced loading following 13 days spaceflight onboard the STS-135 Space shuttle (Philippou et al., 2015). Further studies are however needed to show if tongue muscle also shares similar atrophy mechanisms than somatic/appendicular skeletal muscle following long-duration spaceflight.

In summary, a number of genes linked to insulin sensitivity and metabolism of skeletal muscle were found significantly dysregulated in the mouse *longissimus dorsi* back muscle following 30 days of microgravity exposure compared to ground control animals. The apparent absence of robust signs of muscle atrophy in paraspinal muscles following 30 days of microgravity opens new questions on the potential roles of these genes in the onset of peripheral insulin resistance following unloading and its consequences on vertebrate skeletal muscle structure and function. Finally, in the present study microgravity-induced transcriptional adaptation of mouse paraspinal muscles has been investigated by means of global gene expression profiling in space-flown mice, providing the basis for a deeper understanding of the complex mechanisms of molecular adaptation to microgravity in vertebrate back muscles as potential cause of lower back pain and spine destabilization processes following whole body unloading conditions in different clinical settings, bed rest, and spaceflight.

## Author contributions

Conceptualization: DB and MS; Data curation: GG, MS, and UU; Formal analysis: GG, UU, and SC; Funding acquisition: DB; Investigation: MS, DB, and GG; Methodology: GS, MG, UU, and SF; Project administration: DB and MS; Resources: DB; Supervision: HG; Validation: UU and SF; Writing—original draft: GG and DB; Writing—review and editing: GG and MS, DB, and PV.

## Funding

This work was supported from grants of the Department of Economics and Technology of the German Government (BMWi) through the German AeroSpace Board, Deutsches Zentrum für Luft- und Raumfahrt (DLR), e.V. Bonn, Germany (grant # 50 WB821, 1121, and 1421 to DB). The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

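RNA was measured in *longissimus dorsi* (5 BF, 5 BG and 5 FC mice) and tongue (3 BF, 3 BG and 2 FC mice) on 23 Affymetrix Mouse Genome arrays, 1 per tissue sample. Neither the labels nor the paper state whether both muscles came from the same mice. BF mice had flown for 30 days, BG mice were kept on the ground in the biosatellite habitat, and FC mice were kept in the animal facility. The deposited values are log2 expression per probe set. The authors made them from the scanned intensities with the RMA algorithm (background correction, quantile normalization over arrays, median polish) in Partek Genomics Suite 6.6. The values range from 2.24 to 14.5, and all 22626 probe sets were tested, with no filter. The scanned intensities were not used. The table holds 0 control probe sets, so RNA quality could not be measured from the ratio of 5′ to 3′ signals.

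Of the probe sets, 20380 name a single gene, 691 name several and 1555 name none. Only the first kind is named here, by the symbols of the platform annotation, in which some symbols of the paper are absent. Samples were grouped by muscle and housing from the sample labels. The arrays were fitted in 1 linear model with 6 groups and 17 residual degrees of freedom in limma 3.58.1 under R 4.3.3. The moderated test of limma (eBayes, prior degrees of freedom 5.12) was adjusted by the Benjamini-Hochberg method over all probe sets of a comparison. A probe set was called at an adjusted p under 0.05 and a change of more than 2-fold, as in the paper. The paper's methods name ANOVA on RMA values. The model with both muscles was chosen because the p-values of Table 1 lie within a relative difference of 0.0049 of contrasts without moderation on its 17 residual degrees of freedom. Comparisons were BF vs. BG, FC vs. BG and BF vs. FC in each muscle, and the difference between the muscles in BF vs. BG. The procedure was tested on simulated data with the spread of the real arrays. In *longissimus dorsi* 7.69% and in tongue 4.17% of the probe sets past the adjusted p alone were unchanged ones, and 0 passed where nothing was changed.

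The 38 gene lists, the comparisons, the alternatives and the rule for naming genes were written before the data were examined, but after the values of Tables 1, 2 and S2 had been read. Each list was measured on 12393 genes with 1 probe set per gene, the brightest over all arrays, and tested with camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation. List p-values were adjusted over the lists of a comparison. Genes named in the text are those that the paper discusses, the 10 largest increases and decreases of each comparison among non-overlapping probe sets past the adjusted p, and up to 4 members of each list with the smallest adjusted p. Genes of Tables 1, 2 and S2 are named as well. Hierarchical clustering used Euclidean distance on standardized values and average linkage. Overlaps of comparisons that share arrays were set beside independent lists, beside simulated unchanged groups against the same arrays, and beside shared arrays split between the comparisons.

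The alternatives were each muscle fitted alone, contrasts without moderation, moderation with trend and robust fits, the brighter probe sets (mean value at or above the median of all), quantile normalization within each muscle, median centring, array weights, replicate numbers as a block, 1 probe set per gene, all probe sets of a gene in the lists, other distances, linkages and probe sets for clustering, and leaving out each array in turn. Without the array of widest spread in each group of *longissimus dorsi*, and lists without the genes of Table 1 or Table S2, were added after the data were seen. The genes of these tables were picked for a large change in BF vs. BG, so leaving them out weakens a list there in advance. A call lost in this way does not show that the other genes of the list were unchanged. The samples were also split in other ways of the same sizes. The qPCR data of the paper are not in the deposited values and were left out.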

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

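The tests of the epithelial markers, of the clock genes between the muscles and of a batch of the FC arrays were chosen after the results were seen, and the others before.

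In *longissimus dorsi*, 8 of 102 groups of 5 arrays held an array far from the others by Dixon's test. Chance flags about 1 in 20 groups. BG replicate 5 stood above the other BG arrays in the macrophage markers (mean log2 value 9.055) and in Lcn2 (7.861), and BG replicate 4 in Sesn1 (9.308). BF replicate 1 stood apart in the keratinocyte and oral epithelium markers (5.122) and BF replicate 5 in the immediate early genes (8.848). FC replicate 4 stood apart in Gsk3b (8.161) and in the genes of the qPCR panel (7.932), and FC replicate 2 in the genes of slow fibres (9.437).

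The change in BF vs. BG differed between the muscles for 39 probe sets by a test of the difference itself. Chance could not be excluded here, since 7 of 100 relabellings of BF and BG within the muscles gave as many, and the highest gave 1895. Of 13 lists whose difference was called by camera, 7 held with an estimated correlation: atrophy and FoxO target genes (adjusted p = 5.8e-10, and adjusted p = 0.0136 with an estimated correlation), glucocorticoid-responsive genes (6e-12 and 0.0229), cell cycle genes (3.75e-11 and 0.0229), iron, zinc and metal handling (0.00113 and 0.0372), p53 target genes (0.00166 and 0.0332), NRF2 and antioxidant genes (0.00198 and 0.0229) and the qPCR panel (2.22e-06 and 0.0332). These 7 were higher in *longissimus dorsi* relative to tongue. Several of them share genes and are not independent. Fbxo32 and Sesn1 are in the atrophy, glucocorticoid and qPCR lists, and Sesn1 is also in the p53 list. Lcn2 is in the glucocorticoid, metal and qPCR lists. Of the 6 that did not hold (adjusted p = 0.197 to 0.77 with an estimated correlation), 3 were higher and 3 lower, among them the interferon-responsive genes. Among the brighter probe sets the cell cycle genes lay the other way (0.414). Metal handling was not called with all probe sets of a gene (0.0821) or without the genes of Tables 1 and S2 (0.0784), and neither were the p53 target genes without them (0.0619). Without them the glucocorticoid-responsive, cell cycle and NRF2 lists had adjusted p = 0.222 with an estimated correlation. The panel was chosen by the study on these samples and is not independent evidence.

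Beyond the 27 probe sets of Table S2, whose values in all comparisons it lists, and those of its other tables, the paper does not report 3 further signals: 306 probe sets called in FC vs. BG and 148 called in BF vs. FC in tongue, and 7 circadian clock genes past the adjusted p in FC vs. BG in *longissimus dorsi*, except for Nr1d1, the lower of the 7, whose values the paper lists. The number for FC vs. BG in tongue was 185 without BG replicate 2 and 86 without FC replicate 1, and that for BF vs. FC was 34 without FC replicate 1 and 95 without FC replicate 2.

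Glucocorticoid-responsive genes were higher in BF *longissimus dorsi*. BG replicate 5, which stood apart in macrophage markers and Lcn2, does not account for it: without that array the camera adjusted p was 2.95e-09, and the 13 genes called with it were called again (but adjusted p = 0.0898 with an estimated correlation). Chance could not be excluded, since 5 of 100 splits of the BF and BG arrays gave a list p as small (-log10 p of 13.7, and 15.2 in the highest other split). Glucocorticoid release in flight, at landing or in the hours until dissection may raise genes of the list, but the design does not separate those times. The 18 members outside Table 1 had a median log2 change of 0.369 in BF vs. BG, 0.314 in FC vs. BG and 0.0554 in BF vs. FC. By that median the rise of these 18 over BG was not particular to flown mice. The members left out had been picked for a large change in BF vs. BG, and the whole list was called in BF vs. FC (camera adjusted p = 9.24e-12).

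Cell cycle genes were lower in BF tongue. Less epithelium in the BF samples would lower the epithelial markers as well, by a median of -0.377 or lower, the bound set for a cell cycle median of -0.753, but the median of 23 markers was -0.093 (bootstrap standard error 0.0869), so it does not account for the whole fall. As a part it is not excluded: the marker list lay lower (camera adjusted p = 0.0518) and was called without BF replicate 3 (0.00479), BG replicate 1 (0.0102) or BG replicate 3 (0.0491), without 5 single arrays of *longissimus dorsi* (0.047 to 0.0495) and with all probe sets of a gene (0.0247). A single BG array with high values does not account for it, since without each BG tongue array in turn the largest camera adjusted p was 6.4e-17 (with an estimated correlation 0.00837 at most). The cell cycle list was not called among the brighter probe sets (0.707). Yet its mean log2 value in the BG tongue arrays (7.08, 6.98 and 6.67) lay above the medians of those arrays (6.58, 6.53 and 6.55). In each BF and FC tongue array it lay below the median. That setting therefore cannot show that the fall rests on dim probe sets. Fewer dividing cells may account for the fall, and a difference between the BG tongues and both other groups in dissection was not tested.

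Of 17 clock genes, 6 were higher and Nr1d1 was lower in FC than in BG *longissimus dorsi* (10 and 2 adjusted over the list alone, camera adjusted p = 0.000491, but adjusted p = 0.315 with an estimated correlation). No other of 100 splits gave a list p as small, which argues against chance: the -log10 p was 4.29, and 3.58 in the highest other. Their changes correlated between the muscles at r = 0.84 over 17 genes, at percentile 95.7 of 10000 random lists (95th percentile 0.834), which is consistent with FC tissue taken at another phase of the clock. A processing batch of the FC arrays cannot be told apart, since the labels give no batch and all probe sets correlated between the muscles at r = 0.53. The times of dissection of FC and BG mice are not in the labels.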

How the results depend on the processing

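Leaving out the arrays of widest spread and the genes of Tables 1 and S2 were chosen after the data were seen. The causes of changes were not tested, except that 1 probe set per gene, the brighter probe sets and fewer arrays test fewer probe sets or samples.

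The calls of *longissimus dorsi* in BF vs. BG (96; 84 to 125 when each array is left out) and BF vs. FC (75; 58 to 93) stayed within 1.5 times in every setting but 1 probe set per gene (54 and 33), and so did the 72 higher in BF (67 to 91; 38). The 24 lower ranged from 17 to 43. FC vs. BG (46; 31 to 63) gave 22 with 1 probe set per gene and 72 without the arrays of widest spread. At the adjusted p alone, BF vs. BG (2318; 1272 to 3869) gave 1338, BF vs. FC (827; 475 to 1126) gave 354, with 1 probe set per gene. Array weights gave 5095 and 1672, and leaving out the arrays of widest spread gave 3717 for BF vs. BG and 3450 for FC vs. BG (2025; 1004 to 3661). Other splits of the arrays argue against chance for the total calls of BF vs. BG, where the highest other gave 22 and 1192. For BF vs. FC they do so at the adjusted p alone, with 385 in the highest other. Another split gave more 2-fold calls there (106), and other splits gave more in FC vs. BG (96 and 2595). At most 1, 2 and 3 of 100 splits were as large as the real one. Chance is thus not excluded for FC vs. BG or for the 2-fold calls of BF vs. FC.

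In tongue, BF vs. BG (50; 9 to 178) gave 31 for each muscle fitted alone, 27 without moderation, 16 in the brighter probe sets, 136 with array weights and 27 with 1 probe set per gene. At the adjusted p alone (187; 10 to 1067) these gave 65, 109, 103, 1839 and 103, quantile normalization within muscle gave 302, and leaving out the arrays of widest spread 419. FC vs. BG (86 to 444) gave 185 and 109, and BF vs. FC (34 to 171) gave 90 and 18, in the brighter probe sets and with 1 probe set per gene. The 10 splits of the BF and BG tongue arrays are too few for a share under 0.05: 2 gave as many calls as the real one, with 58 and 533 in the highest other. The comparison with 3 BF, 3 BG and 2 FC arrays drawn gave a median of 51.5 calls in *longissimus dorsi* without moderation.

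The 39 probe sets that differ between muscles (0 to 375) became 11 with 1 probe set per gene, 1051 with array weights, 14 without moderation, 23 with quantile normalization, 24 with median centring and 409 without the arrays of widest spread. Neither the labels nor the paper say that replicate numbers pair the mice. Arrays of the same number correlated at a mean r of 0.14 in *longissimus dorsi* (-0.032 for other numbers) and 0.11 in tongue (-0.054), over 0.1 in 8 of 15 and 3 of 7 pairs, so pairing was not assumed and is not excluded. With them as a block, tongue BF vs. BG gave 71 calls and 532 at the adjusted p alone, and the difference 129, or 25 as a random block over the muscles.

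The 4 probe sets shared by BF vs. BG and FC vs. BG (1 to 12) became 2 for each muscle fitted alone, without moderation, with trend and robust fits and in the brighter probe sets, and 9 without the arrays of widest spread. The 34 shared by BF vs. BG and BF vs. FC (29 to 47) became 19 with 1 probe set per gene. The correlation between the muscles ranged from 0.268 to 0.381. The first split of *longissimus dorsi* held 0 ground control arrays in every setting but all probe sets, where it held 9, and that of tongue, over all probe sets, 2 BF arrays. Over the probe sets of Table S2 it held every BF array each time, with 1 to 3 ground control arrays beside them when each array is left out.

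Of 9798 calls of single genes with 1 array left out, 851 were lost, and 0 reversed. Of 1633 such calls of lists, 67 were lost. The direction reversed in 2: cell cycle genes in the difference between muscles in the brighter probe sets (0.414), and interferon-responsive genes in tongue without BF replicate 3 (0.458; 1.66e-11 to 0.458 over the arrays left out). With an estimated correlation 52 of 71 list calls were lost, and without the genes of Tables 1 and S2 15 of 48. The planned test of RNA quality was not run, since the table lacks the control probe sets, and the signal over background is not in it.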

Differences from the paper's values

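In tongue, 50 probe sets were called in BF vs. BG, and the paper's value is 27. Of the alternatives set before the data were examined, each muscle fitted alone (31), contrasts without moderation (27) and 1 probe set per gene (27) gave numbers within 1.5 times the paper's value. Each muscle fitted alone kept 17 of the 50 calls, and 1 probe set per gene tests fewer probe sets. The 27 without moderation were all among the 50 and were the 27 of Table S2. Leaving out the moderation alone thus gave the paper's own probe sets. The alternatives outside 1.5 times the paper's value are trend and robust moderation (46), the brighter probe sets (16), quantile normalization within muscle (59), median centring (51), array weights (136) and the replicate block (71). All 27 probe sets of Table S2 were among the 50. In *longissimus dorsi*, 96, 75 and 46 were called in BF vs. BG, BF vs. FC and FC vs. BG against the paper's 89, 68 and 33, within 1.5 times. Contrasts without moderation gave 89, 68 and 33, and the 89 were those of Table 1.

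In *longissimus dorsi*, BF vs. BG and FC vs. BG shared 4 probe sets, and the paper's value is 2. Each muscle fitted alone, contrasts without moderation, trend and robust moderation and the brighter probe sets gave 2, and 1 probe set per gene gave 3. Quantile normalization within muscle, median centring and array weights gave 5, and the replicate block gave 6.

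The paper states that no genes linked to sarcomere structure were differentially regulated in *longissimus dorsi*. At the paper's thresholds none of 35 such genes was called here either, while 4 passed the adjusted p alone.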

Other observations

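The lists in the tongue comparisons with FC mice were tested after the data were seen, and the others were planned.

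In tongue, the paper lists the comparisons with FC mice only for the probe sets of Table S2. Over all probe sets, FC vs. BG called 306, more than BF vs. BG in every setting, and BF vs. FC called 148, but fewer than BF vs. BG with 1 probe set per gene (18 against 27), without FC replicate 1 (34 against 45) and without BF replicate 2 (143 against 178). Single transcription factors were among the genes called. Foxp1, a forkhead repressor, was higher in FC than in BG by 2.25 (standard error 0.201, adjusted p = 1.35e-06), and lower in BF than in FC, where it fell by 1.80 (adjusted p = 5.81e-05). Tef, a clock-controlled transcription factor, was higher in FC than in BG by 2.02 (standard error 0.249, adjusted p = 8.19e-05). Tbx15, a factor of muscle fibre identity, was higher in BF than in FC by 1.88. Ahcyl2, a regulator of ion transport, fell by 1.51 in BF vs. FC (standard error 0.127, adjusted p = 1.05e-06).

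Of 32 proteasome subunits, 13 were lower in FC than in BG tongue and none was higher (17 lower adjusted over the list alone), with a median log2 change of -0.415 (camera adjusted p = 3.73e-10, but adjusted p = 0.251 with an estimated correlation). Of 35 genes of the extracellular matrix, 4 were lower in BF than in FC tongue and none was higher (17 lower adjusted over the list alone), with a median of -0.751 (camera adjusted p = 1.33e-10, but adjusted p = 0.745 with an estimated correlation). In *longissimus dorsi* of BF vs. FC mice, the clock genes Per2 and Noct fell by 1.33 (adjusted p = 0.000642) and 1.50 (standard error 0.168, adjusted p = 2.07e-05). There Txnip was higher in BF by 1.94 (standard error 0.189, adjusted p = 3.54e-06), and so was the metallothionein Mt2, by 1.50 (adjusted p = 0.000678).

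Of 25 myogenic regulators and denervation-responsive genes, 9 were higher in BF than in BG *longissimus dorsi* and none was lower, with the same numbers adjusted over the list alone (camera adjusted p = 0.00151, but adjusted p = 0.212 with an estimated correlation). Myf6, a myogenic factor of mature fibres, was higher by 0.74 (adjusted p = 0.00453). In BF vs. FC the myogenic list was not called (0.139), except without BF replicate 1 (0.0384) or FC replicate 3 (0.0478). In FC vs. BG it was not called either (0.0639), but was called with array weights (0.0318) and without the arrays of widest spread (0.00326). It was also called there without BG replicate 5 (0.015), FC replicate 1 (0.0183) or FC replicate 5 (0.0381). Of 26 genes of calcium handling, 8 were higher and 2 lower in BF vs. BG (9 and 5 adjusted over the list alone, camera adjusted p = 0.00637, but adjusted p = 0.359 with an estimated correlation), though the list was not called in the brighter probe sets (0.0854). Jph1, which joins the sarcoplasmic reticulum to the transverse tubules, was higher by 0.62 (adjusted p = 0.00168) and the calcium release channel Ryr1 by 0.47 (adjusted p = 0.00495). Ryr1 was also higher in FC than in BG, by 0.56 (adjusted p = 0.003). There the list passed narrowly (camera adjusted p = 0.0462, but adjusted p = 0.727 with an estimated correlation) and not without any of 9 single arrays (0.0509 to 0.105), in the brighter probe sets (0.296), with the replicate block (0.0547) or with all probe sets of a gene (0.052). In BF vs. FC it was not called (0.72).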
